# Transcription Profiles Associated with Inducible Adhesion in Candida parapsilosis

**DOI:** 10.1128/mSphere.01071-20

**Published:** 2021-02-10

**Authors:** Joseph M. Bliss, George A. Tollefson, Abigail Cuevas, Sarah J. Longley, Matthew N. Neale, Alper Uzun, Sunil K. Shaw

**Keywords:** *Candida parapsilosis*, cell adhesion, gene expression

## Abstract

Candida parapsilosis has emerged as a frequent cause of invasive candidiasis with increasing evidence of unique biological features relative to C. albicans. As it adapts to conditions within a mammalian host, rapid changes in gene expression are necessary to facilitate colonization and persistence in this environment. Adhesion of the organism to biological surfaces is a key first step in this process and is the focus of this study. Building on previous observations showing the importance of a member of the *ALS* gene family in C. parapsilosis adhesion, three clinical isolates were cultured under two conditions that mimic the mammalian host and promote adhesion, incubation at 37°C in tissue culture medium 199 or in human plasma. Transcriptional profiles using RNA-seq were obtained in these adhesion-inducing conditions and compared to profiles following growth in yeast media that suppress adhesion to identify gene expression profiles associated with adhesion. Overall gene expression profiles among the three strains were similar in both adhesion-inducing conditions and distinct from adhesion-suppressing conditions. Pairwise analysis among the three growth conditions identified 133 genes that were differentially expressed at a cutoff of ±4-fold, with the most upregulated genes significantly enriched in iron acquisition and transmembrane transport, while the most downregulated genes were enriched in oxidation-reduction processes. Gene family enrichment analysis identified gene families with diverse functions that may have an important role in this important step for colonization and disease.

**IMPORTANCE** Invasive *Candida* infections are frequent complications of the immunocompromised and are associated with substantive morbidity and mortality. Although C. albicans is the best-studied species, emerging infections by non-*albicans Candida* species have led to increased efforts to understand aspects of their pathogenesis that are unique from C. albicans. C. parapsilosis is a frequent cause of invasive infections, particularly among premature infants. Recent efforts have identified important virulence mechanisms that have features distinct from C. albicans. C. parapsilosis can exist outside a host environment and therefore requires rapid modifications when it encounters a mammalian host to prevent its clearance. An important first step in the process is adhesion to host surfaces. This work takes a global, nonbiased approach to investigate broad changes in gene expression that accompany efficient adhesion. As such, biological pathways and individual protein targets are identified that may be amenable to manipulation to reduce colonization and disease from this organism.

## INTRODUCTION

*Candida* spp. are frequently found on human skin and in mucosal microbiota in the absence of apparent disease. When host defenses are weakened, however, yeast can leave their commensal niche and cause invasive infection. *Candida* spp. cause an estimated 50,000 invasive infections and 15,000 deaths at a cost of $2 billion per year in the United States (1). Infections caused by C. albicans continue to dominate in many settings, but non-*albicans Candida* species such as C. parapsilosis, C. glabrata, C. krusei, C. tropicalis, and C. auris are emerging as significant causes of systemic infection, especially in the setting of immune compromise (2). Resistance against first-line and second-line antifungals is increasing in C. parapsilosis and C. glabrata, and multidrug resistance has been reported for C. auris (3, 4). Non-*albicans Candida* species exhibit unique biology and distinct mechanisms of pathogenesis but are poorly understood.

Among the non-*albicans Candida* species, C. parapsilosis has generated interest based on unique aspects of its biology and emergence in many parts of the world as an invasive pathogen nearing or exceeding the incidence of C. albicans (5). It is also a frequent cause of disease in neonatal intensive care units (6). Among its clinically relevant attributes are the ability to form biofilms on central venous catheters and other medical devices and its capacity for horizontal transmission from environmental sources, including soil, water, and the hands of health care workers (7–9). Because C. parapsilosis maintains a reservoir in the environment, rapid modifications in gene expression are likely to be necessary to adapt to niches within a host. Adhesion is a necessary first step in successful colonization and potential invasive disease in a susceptible host, leading our group and others to investigate the mechanisms involved in adhesion of the organism to mucosal and biotic surfaces both *in vitro* and *in vivo* (10–13).

We recently described an adhesion assay to measure binding of C. parapsilosis to extracellular matrix proteins such as albumin and fibronectin under fluid shear (13). We observed that certain clinical isolates of C. parapsilosis exhibited enhanced adhesion when grown in mammalian tissue culture medium 199 (M199) or human serum. The *ALS* gene family is well known to encode important adhesins in C. albicans (14), and recent work has defined the unique features of the *ALS* family in C. parapsilosis (15). We found that *CpALS7* (*CPAR2_404800* or *CpALS4800* [15]) was significantly upregulated when a clinical C. parapsilosis isolate was grown under conditions that led to adhesion (13). Because these conditions model the host environment to which yeast must adapt to successfully cause systemic disease, we hypothesized that clinical isolates of C. parapsilosis differentially regulate many genes that are important for virulence in the presence of these host stimuli. In the current study, we used RNA-seq to compare the transcriptional profiles of three adhesive clinical isolates of C. parapsilosis under adhesion-promoting or adhesion-suppressing growth conditions to identify gene expression patterns associated with these phenotypes.

## RESULTS

### Adhesion of C. parapsilosis isolates.

To confirm that adhesion was induced in the same samples that were to undergo transcriptional profiling, adhesion of all 3 clinical isolates of C. parapsilosis to immobilized bovine serum albumin (BSA) was measured under physiologic fluid shear as previously reported (13). All three isolates showed relatively weak adhesion when grown in yeast extract-peptone-dextrose (YPD). After 3 h growth in M199, all isolates showed significantly increased adhesion compared to YPD (Fig. 1). JMB81 showed a moderate increase in adhesion in M199, but JMB77 and Ro75 showed much greater increases, with 80 to 90% of the entire channel surface area carpeted with yeast.

**FIG 1:**
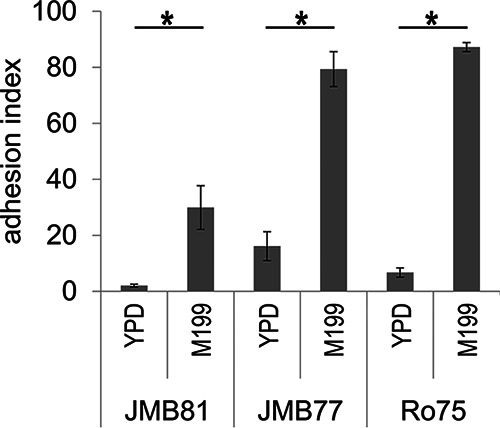
Adhesion under fluid shear of C. parapsilosis clinical isolates. Isolates were grown in YPD or M199 for 3 h, and then adhesion was measured under fluid shear. Adhesion index (*y* axis) represents the percentage of the flow channel surface that was covered with yeast. The graph depicts the means of 4 independent experiments with duplicate channels; error bars represent the standard error of the mean (SEM). Adhesion assays and qPCR validations (Fig. 6) were performed on samples prepared in parallel. Comparisons were made with analysis of variance (ANOVA). Between-group comparisons were made with the Holm-Sidak test. *, *P < *0.001.

### Transcriptional profiling of C. parapsilosis by RNA-seq.

Total RNA was prepared from all three isolates grown in YPD, M199, or pooled human plasma in three independent biological replicates. 

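The isolates JMB81, JMB77, and Ro75 were incubated for 3 h at 37 °C in YPD, a rich yeast medium in which adhesion is not induced, in M199, a mammalian tissue culture medium, or in pooled human plasma. RNA from 3 independent biological replicates of each isolate in each medium was sequenced, which gave 27 libraries in 9 groups of 3. The authors trimmed adaptor sequences and estimated with Salmon how many fragments came from each transcript, with corrections for GC and sequence bias. The deposited values are the expected counts, TPM, and effective length of 5818 transcripts in each library, with a single transcript per gene and no normalization between libraries. For the values given here, the expected counts were rounded to whole numbers and normalized for library size by edgeR's TMM method, with offsets for effective length built in the way tximport builds them. The 5777 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood F-test in a model with terms for isolate and medium, and p values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. A gene was counted as differentially expressed (DE) when its adjusted p was below 0.001 and its log2 fold change was at least 2 in either direction. The libraries of JMB81 carry names of another form than those of JMB77 and Ro75, so any difference between library preparations coincides with the difference between JMB81 and the other isolates.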

Next-generation sequencing using the Illumina platform was completed as described in Materials and Methods. 

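Total counts per library in JMB81 ranged from 16736750 to 17436809 (median, 17290382) in YPD, 15466782 to 16864024 (median, 15720507) in M199, and 14721590 to 20379256 (median, 17049637) in plasma. In JMB77 the totals ranged from 20942361 to 21635788 (median, 21593681) in YPD, 21504795 to 21691948 (median, 21672231) in M199, and 21049985 to 21938075 (median, 21740911) in plasma. In Ro75 they ranged from 21497289 to 21961918 (median, 21893555) in YPD, 21401332 to 21961353 (median, 21749574) in M199, and 20824120 to 22544590 (median, 21519272) in plasma. The paper's numbers of aligned reads are 32.8 M to 43.8 M for the JMB81 libraries and 22 M to 23.6 M for those of JMB77 and Ro75. The values given here use the totals of the deposited counts. The 10 genes with the most counts held 12.0% to 14.0% of a JMB81 library and 7.64% to 11.9% of a library of the other isolates. At these depths, a gene with 3 counts in a library lay between 0.133 and 0.204 CPM, and this floor covers counting error only.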

Summary characteristics of the RNA-seq data are provided in Table 1.

**TABLE 1:** RNA-seq data summary

Isolate	Medium	Total clean reads (millions)	Avg genome coverage (fold)	Genome alignment rate (%)	Aligned sequence reads (millions)
JMB81	YPD^*a*^	42.6	490	89	37.9
		45.5	524	88	40
		39	449	88	34.3
	M199	41.6	479	89	37.1
		42	483	89	37.2
		41.6	479	88	34.9
	Plasma	49.5	570	89	43.8
		45.3	521	89	40.1
		41.6	479	89	32.8
JMB77	YPD	23.8	274	94	22.5
		24.3	280	95	23
		24.1	277	95	22.8
	M199	24.6	283	95	23.3
		24.2	279	94	22.8
		24.5	282	95	23.4
	Plasma	24.6	283	90	22.1
		24.5	282	94	23.1
		24.4	281	95	23.1
Ro75	YPD	24.6	283	95	23.4
		24	276	94	22.6
		24.5	282	95	23.2
	M199	24.4	281	90	22
		24.2	279	95	22.8
		24.8	285	95	23.6
	Plasma	24.7	284	95	23.5
		24.4	281	95	23.2
		24.4	281	95	23

a Data for each biological replicate of each strain and medium are provided.

The gene expression profiles of three adhesive C. parapsilosis isolates were compared in adhesion-inducing or adhesion-noninducing growth conditions. 

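Over all 3 isolates, 126 genes were DE in at least 1 of the 3 comparisons of media. Each of these genes changed in the same direction in all 3 isolates in every comparison in which it was DE. When each library was left out in turn, the number stayed between 116 and 129. The alternative that moved it most was leaving out all libraries of Ro75, which gave 98 genes, and DESeq2 gave 136. Without the libraries of JMB81, the number was 133. Among the genes that fell, CPAR2_603590 had a log2 fold change of -5.47 (standard error 0.35, edgeR adjusted p = 7.94e-12) in M199 compared to YPD and -5.25 in plasma compared to YPD. The log2 fold changes of CPAR2_203620 were -5.27 and -4.26, and those of RBR1 (CPAR2_205290) were -4.74 and -3.22. GRP2 (CPAR2_100480), OPT7 (CPAR2_402140), GIT1 (CPAR2_407640), and CRZ2 (CPAR2_203050) completed the 5 largest decreases of the comparisons with YPD, at -4.27, -4.002, -2.58, and -3.70 in M199 and at -4.90, -4.22, -4.52, and -4.44 in plasma. GRP2 had 8.44 to 59.5 normalized counts in YPD, 0 to 4.38 in M199, and 0 to 2.65 in plasma. Its fold changes and its place among the largest decreases thus rest on few counts. All 9 libraries of each inducing medium had lower normalized counts of these 7 genes than the YPD libraries of the same isolate.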

Pairwise differential gene expression analyses of isolates grown in each of the three growth conditions showed that there were 133 differentially expressed genes (log_2_-fold change ±2, adjusted *P* < 0.001) among the three conditions (Table S1). The most upregulated genes in adhesion-inducing conditions were significantly enriched (corrected *P* ≤ 0.05) in iron acquisition and transmembrane transport, while the most downregulated genes were enriched in oxidation-reduction processes. 

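The genes that Table S2 lists under each enriched term were followed in the counts, and the enrichment itself was not computed again. All 5 genes listed under iron ion transport for M199 compared to YPD were DE (median log2 fold change 2.37, range 2.14 to 3.09), as were all 4 listed for plasma (median log2 fold change 3.11, range 2.52 to 3.30). All genes listed under metal ion transport were DE too, 9 in M199 (median log2 fold change 2.97, range 2.14 to 3.79) and 8 in plasma (median log2 fold change 3.11, range 2.13 to 3.60). Of the increased genes under transmembrane transport, 13 of 15 were DE in M199 (median log2 fold change 3.25, range 2.09 to 8.44) and 16 of 17 in plasma (median log2 fold change 3.30, range 1.96 to 8.08). Under the same term, Table S2 also lists 13 genes that decreased in plasma, of which 11 could be matched, and all 11 were DE and lower (median log2 fold change -2.54, range -4.52 to -2.01). Under oxidation-reduction process, 12 of 12 listed genes were DE and lower in M199 (median log2 fold change -2.39, range -5.47 to -2.04) and 9 of 10 in plasma (median log2 fold change -2.92, range -5.25 to -1.96). The study chose these genes on the same libraries, so their number is not independent evidence for a term.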

Profiles of differentially expressed genes from isolates grown in adhesion-inducing growth media, M199 and plasma, were similar to each other (Fig. 2A). 

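Normalized counts were transformed to stabilize their variance and averaged within each of the 9 groups, and Pearson's r was computed across the 126 DE genes. Between M199 and plasma, r was 0.949 in JMB81, 0.880 in JMB77, and 0.896 in Ro75. Over the 15 pairs of groups grown in inducing media, within and between isolates, r had a mean of 0.891 and ranged from 0.809 to 0.973. Genes are not independent replicates, so these coefficients describe the profiles and carry no p value. The 126 genes were chosen for their differences between the media in the same libraries.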

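Between YPD and M199, r across the DE genes was 0.636 in JMB81, 0.570 in JMB77, and 0.602 in Ro75, and between YPD and plasma it was 0.607, 0.586, and 0.581. The 18 pairs of a YPD group with a group from an inducing medium had a mean r of 0.554 (0.475 to 0.636), and the 3 pairs of YPD groups had a mean of 0.890. The mean r between M199 and plasma exceeded the mean r of either with YPD by 0.311. The DE genes were chosen with the same medium names, most of them for a difference from YPD, so this difference carries no p value. Log2 CPM in place of the transformation gave 0.2995, and Spearman's coefficient gave 0.298. The alternative that moved the difference most was the use of all 5777 tested genes, with 0.0173. These genes were not chosen by medium, and in an exact one-sided permutation test of which medium was called YPD in each isolate, with 27 assignments, their difference had p = 0.0741. From the correlation plot, the paper concludes that the profiles in the inducing media differed from those in YPD.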

Their profiles were significantly different from those grown in YPD as illustrated by a correlation plot of the normalized expression counts for the 133 differentially expressed genes (Fig. 2B).

**FIG 2:**
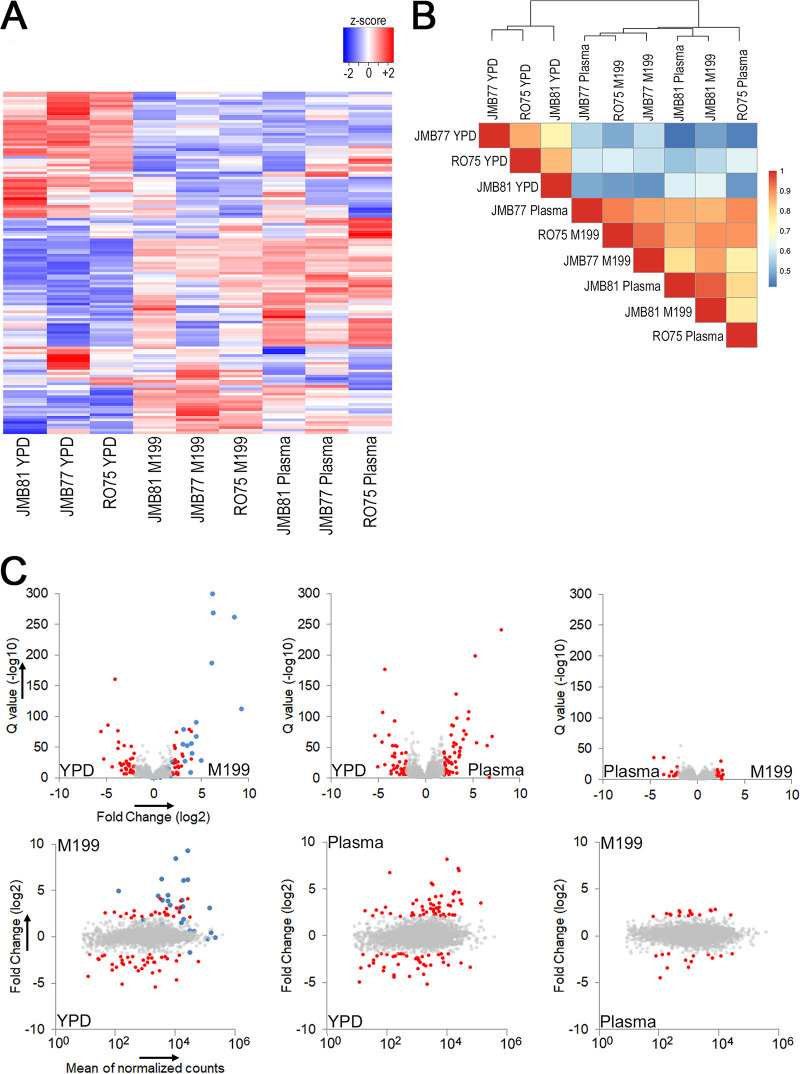
Heat map and correlation profiles of differentially expressed genes. Gene expression profiles of isolates grown under nonadhesive (YPD) or adhesive conditions (M199 and Plasma) were determined using the RNA-seq of three independent replicates. A total of 133 differentially expressed genes were observed between growth conditions. (A) Heat map of the 133 differentially expressed genes, normalized by z scores and ranked by row means. (B) Correlation matrix of the 133 differentially expressed genes to allow visualization of similarities among growth conditions. (C) Volcano plots with gene expression plotted as Q value (upper panels) and MA plots showing fold change (lower panels) comparing all three growth conditions. The red dots indicate genes that had a >±4-fold change in expression. The blue dots represent genes whose expression was validated by qPCR (Fig. 6). The gray dots fall below the ±4-fold threshold.

10.1128/mSphere.01071-20.2 TABLE S1 DESeq2 result tables for the 133 differentially expressed genes. The tables include normalized counts for all three replicates of three strains grown in all three conditions as well as differential expression calculations for each pairwise comparison. Annotations containing gene descriptions and orthologue names from the *Candida* Genome Database are included as described in Materials and Methods. The fourth tab contains the sample ID key to identify isolates and conditions for the samples in the DESeq2 result tables. Download Table S1, XLSX file, 0.1 MB. Copyright © 2021 Bliss et al. 2021 Bliss et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

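In M199 compared to YPD, 75 genes were DE, 38 higher and 37 lower in M199. In plasma compared to YPD, 93 genes were DE, 52 higher and 41 lower in plasma. Between M199 and plasma, 21 genes were DE, 10 higher in M199 and 11 higher in plasma. The edgeR adjusted p alone was below the threshold for 540, 1537, and 706 genes, in the same order. With each library left out in turn, the counts of DE genes stayed between 69 and 77, 86 and 98, and 13 and 25. The last count fell to 13 without the third Ro75 library in M199. The alternative that moved the comparison of M199 with plasma most was a test against a log2 fold change of 1, which gave 5 genes. Without JMB81, whose libraries have names of another form, the counts were 62, 100, and 33, and within the 9 libraries of JMB81 alone they were 66, 99, and 17.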

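The largest increases in M199 relative to plasma were those of CPAR2_207780 (log2 fold change 2.76), ZRT1 (CPAR2_500170, 2.68), CPAR2_500330 (2.58), HPA2 (CPAR2_603360, 2.46), and CRD2 (CPAR2_401370, 2.35). The largest decreases were those of CPAR2_808310 (-4.51), CPAR2_210700 (-3.46), CPAR2_108320 (-3.43), CPAR2_704060 (-2.90), and CPAR2_304270 (-2.66). Some of these calls changed with single libraries. HPA2 (edgeR adjusted p = 5.80e-04) was no longer DE, at adjusted p values of 0.00118 to 0.00173, without any 1 of replicate 2 of JMB81 in M199, replicates 1 and 3 of JMB81 in plasma, replicate 3 of JMB77 in M199, replicates 1, 2, and 3 of JMB77 in plasma, replicate 3 of Ro75 in M199, and replicate 1 of Ro75 in plasma. CPAR2_704060 (edgeR adjusted p = 8.85e-04) stayed DE only without replicates 1, 2, and 3 of JMB81 in plasma, replicates 2 and 3 of JMB77 in plasma, and replicates 2 and 3 of Ro75 in plasma, and without any 1 of the other 20 libraries its adjusted p was 0.00104 to 0.00396, at a log2 fold change of -1.78 without replicate 1 of JMB77 in plasma and between -3.05 and -2.59 without the others. CPAR2_108320 was no longer DE without the first Ro75 library in plasma (edgeR adjusted p = 0.00120). With a block for each isolate and replicate number, CPAR2_704060 was not DE (edgeR adjusted p = 0.00289).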

Volcano and MA plots (Fig. 2C) of the expression data show that the majority of differentially expressed (DE) genes in our comparisons were those differentially expressed between nonadhesive and adhesive growth conditions, YPD versus M199 (78 DE genes) and YPD versus plasma (96 DE genes), while relatively few genes were differentially expressed between the two adhesion-inducing growth media, M199 and plasma (28 DE genes). The MA plots show that many of the genes that were differentially expressed in both of the adhesive versus nonadhesive condition comparisons were among the most highly expressed genes in the genome.

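Genes were ranked by their mean normalized count over the 27 libraries. Of the 51 genes that were DE in both comparisons with YPD, 16 (31.4%; 95% Wilson interval, 20.3 to 45.0) were in the top 10% of the 5777 tested genes, which starts at a mean of 6495. The top 20% held 23 of them, and 18 ranked below the median of the tested genes. Their median percentile was 75.3. Ranking by TPM also placed 16 in the top 10%. The interval treats the 51 genes as independent draws, which they are not, so it measures no sampling error. The mean includes the libraries in which a gene was induced. CFEM2 (CPAR2_402910), at percentile 99.9, had a mean normalized count of 143981.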

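For each gene, the mean normalized count of the 18 libraries from M199 and plasma was divided by that of the 9 libraries from YPD. The ratio was 371 for INO1 (CPAR2_200650), 333 for PHO89 (CPAR2_400510), 91.6 for PHR1 (CPAR2_302140), 57.4 for CPAR2_800950, and 56.2 for CDG1 (CPAR2_701230), and no other gene reached 50. The next ratios were those of CPAR2_300630 (35.4), CPAR2_703800 (33.4), and PGA30 (CPAR2_402000, 18.9). Of the 20 genes in Table 2, 19 had ratios among the 20 highest of all tested genes. The exception was CPAR2_108340, at rank 21 with a ratio of 7.96. Without replicate 3 of JMB77 in YPD, where CPAR2_108340 had its highest YPD count (6256), its ratio was 21.9, at rank 9, and as the median over the isolates it was 22.7. Computed for each isolate and replicate number, the ratio of CPAR2_108340 ranged from 1.68 to 125. It was higher in every plasma library than in every YPD library of the same isolate, but in M199 this held in 2 isolates only. For CPAR2_800950, the YPD mean was 3.40 normalized counts and the first JMB81 library in YPD had none, so its ratio rests on few counts and was 104 without replicate 2 of JMB77 in YPD. As the median over the isolates, the ratio of CPAR2_300630 was 60.6. Of the 20 genes, 19 were DE and higher in both comparisons with YPD, and CPAR2_500330 had a log2 fold change of 1.87 in plasma, below the threshold.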

The 20 genes that demonstrated the highest upregulation based on fold increase in expression in adhesive conditions (M199, plasma) compared to nonadhesive conditions (YPD) are listed in Table 2 along with their respective normalized count values from the differential expression analysis R package, DESeq2. They were ranked by a ratio of mean fold change between adhesive and nonadhesive conditions in descending order. Homologues of each gene in C. albicans, and Saccharomyces cerevisiae are indicated where known. The genes that showed the highest upregulation in adhesive conditions included homologues of *INO1*, *PHO89*, *PHR1*, and *CDG1.* Each showed a 50-fold or greater increase in mean normalized count values. 

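INO1 had 105 ± 50.1 normalized counts (SD, n = 9 libraries) in YPD, 63419 ± 14939 in M199, and 14164 ± 10295 in plasma. Its log2 fold change was 9.26 (standard error 0.60, edgeR adjusted p = 7.94e-12) in M199 and 7.13 (standard error 0.55, edgeR adjusted p = 1.24e-10) in plasma. PHO89 rose from 47.6 ± 25.1 in YPD to 16557 ± 9992 in M199 and 15173 ± 12877 in plasma, with log2 fold changes of 8.44 (standard error 0.32, edgeR adjusted p = 1.56e-16) and 8.08 (standard error 0.31, edgeR adjusted p = 2.47e-16). CDG1 had log2 fold changes of 6.21 (standard error 0.21, edgeR adjusted p = 1.12e-17) in M199 and 5.32 (standard error 0.20, edgeR adjusted p = 1.88e-16) in plasma. CPAR2_300630 reached 6.09 and 4.62, and CPAR2_703800 4.02 and 5.51. In each isolate, all 3 libraries from either inducing medium had more normalized counts of these genes than all 3 from YPD, and chance separates 3 libraries from 3 in 1 direction or the other for 10% of genes. Leaving out each library in turn kept the log2 fold change of INO1 in M199 between 9.17 and 9.41. INO1 was also higher in M199 than in plasma (log2 fold change 2.13, edgeR adjusted p = 5.01e-04), a call that was lost without any 1 of replicates 1 and 2 of JMB81 in plasma, replicate 2 of JMB77 in M199, replicate 1 of JMB77 in plasma, replicates 2 and 3 of Ro75 in M199, and replicate 1 of Ro75 in plasma, at log2 fold changes of 1.97 to 2.14 and adjusted p values of 3.41e-04 to 0.00117.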

Complete tables of differential expression results for each of the three pairwise comparisons are included in the supplemental material (Data Set S1).

**TABLE 2:** Normalized counts of genes showing the greatest upregulation in adhesive conditions^*c*^

	JMB81			JMB77			Ro75			Mean adh	Mean non	Adh/non	Homologues	
Gene^*a*^	YPD	199^*b*^	P	YPD	199	P	YPD	199	P				*C.alb*	*S.cer*
*200650*	151	68,159	13,332	86	76,293	16,535	76	45,841	12,737	38,816	105	371	*INO1*	*INO1*
*400510*	80	27,293	31,662	35	13,396	8,052	28	8,847	5,885	15,856	48	333	*PHO89*	*PHO89*
*302140*	431	37,441	53,724	565	26,366	48,212	277	25,821	42,625	39,031	424	92	*PHR1*	
*800950*	1	52	238	6	170	321	3	87	306	196	3	57		
*701230*	34	2,403	2,097	128	9,483	3,860	119	9,710	4,305	5,310	94	57	*CDG1*	
*300630*	1,728	51,656	26,948	286	34,006	11,066	369	34,007	10,710	28,066	794	35		
*703800*	162	1,267	4,140	147	3,134	8,206	121	3,261	8,886	4,816	143	34		
*402000*	2,240	38,267	48,496	2,983	29,616	46,107	1,003	29,268	45,663	39,569	2,075	19	*PGA30*	
*210080*	281	4,515	1,827	163	5,823	3,753	223	4,340	3,724	3,997	222	18	*ITR1*	*ITR2*
*300120*	605	12,680	28,475	1,824	22,227	26,447	2,087	31,695	26,898	24,737	1,505	16	*CSA1*	
*600450*	954	7,376	15,842	730	5,986	13,692	458	8,834	8,265	9,999	714	14	*HGT10*	*STL1*
*500330*	579	10,251	3,321	588	16,335	1,728	738	14,997	2,009	8,107	635	13		
*106700*	357	8,728	6,719	627	6,150	3,248	278	5,142	2,460	5,408	421	13		
*105760*	1,995	34,405	46,803	3,276	13,791	21,822	1,266	16,753	17,302	25,146	2,179	12	*ENA2*	*ENA2*
*701390*	354	1,884	4,454	1,026	4,157	13,306	357	4,044	11,568	6,569	579	11		
*402910*	21,082	171,554	299,494	18,354	167,371	201,154	25,263	20,9671	183,140	205,397	21,566	10		
*300130*	1,449	18,524	25,790	1,444	10,902	12,470	2,664	17,938	13,360	16,497	1,853	9	*FRP2*	
*402900*	2,258	20,281	29,323	1,976	16,217	15,862	2,550	19,979	14,639	19,383	2,261	9	*PGA7*	
*602990*	4,374	26,849	15,162	1,887	35,448	10,240	1,968	42,436	9,699	23,306	2,743	8	*CTR1*	*CTR1*
*108340*	220	5,638	4,269	2,524	8,558	8,768	295	13,577	8,289	8,183	1,013	8		

a Gene numbers each follow “Cpar2_” nomenclature (45).

b Shaded rows show adhesive conditions.

c Abbreviations: YPD, yeast peptone dextrose; 199, medium 199; P, plasma; adh, adhesive conditions; non, nonadhesive conditions (YPD); *C.alb*, C. albicans; *S.cer*, S. cerevisiae.

10.1128/mSphere.01071-20.1 DATA SET S1 Complete DESeq2 result tables. The tables include normalized counts for all three replicates of three strains grown in all three conditions as well as differential expression calculations for each pairwise comparison. Annotations containing gene descriptions and orthologue names from the *Candida* Genome Database are included as described in Materials and Methods. The fourth tab contains the sample ID key to identify isolates and conditions for the samples in the DESeq2 result tables. Download Data Set S1, XLSX file, 10.0 MB. Copyright © 2021 Bliss et al. 2021 Bliss et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Genes that have been previously suggested to have a role in adhesion of *Candida* species were identified using Gene Ontology annotations from the *Candida* Genome Database. The expression of the homologous genes in C. parapsilosis was compared in YPD, M199, and plasma in this subset of genes (Fig. 3). 

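Of the 16 genes of Fig. 3, 9 changed by more than 1 on the log2 scale in M199 compared to YPD, 5 upward and 4 downward, each with an edgeR adjusted p below the threshold. In plasma compared to YPD, 10 did, 5 upward and 5 downward, of which 9 also passed the adjusted p. The exception was RHR2 (CPAR2_503990), with a log2 fold change of 1.48 (standard error 0.50, edgeR adjusted p = 0.0155). In total, 13 of the 16 genes changed by that much in M199 or plasma, 12 of them with a passing adjusted p. RIM101 (CPAR2_700450) rose by 1.52 in M199 and 1.72 in plasma, YWP1 (CPAR2_806670) by 1.53 and 0.90, and TRY6 (CPAR2_808570) by 1.71 and 0.85. WOR1 (CPAR2_805000) rose by 1.19 in M199, and SAP9 (CPAR2_102610) and AFT2 (CPAR2_406510) by 1.08 and 1.34 in plasma. CPAR2_404070 had log2 fold changes of -2.83 and -2.33, SPR1 (CPAR2_104400) of -1.57 and -1.53, and TRY3 (CPAR2_501870) of -1.09 in plasma.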

As expected, a number of these genes showed a greater than 2-fold change in expression in M199 or plasma compared to YPD. 

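Between M199 and plasma, 2 of the 16 genes passed 1 on the log2 scale. PHR2 (CPAR2_109660) had a log2 fold change of 1.27 (standard error 0.19, edgeR adjusted p = 2.89e-05), higher in M199. RHR2 had one of -1.71 (standard error 0.51, edgeR adjusted p = 0.00994), which did not pass the adjusted p. Across the 27 sets with a library left out, the log2 fold change of PHR2 stayed between 1.09 and 1.36 and that of RHR2 between -1.89 and -1.36.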

Very few genes reached this threshold when expression in M199 and plasma was compared.

**FIG 3:**
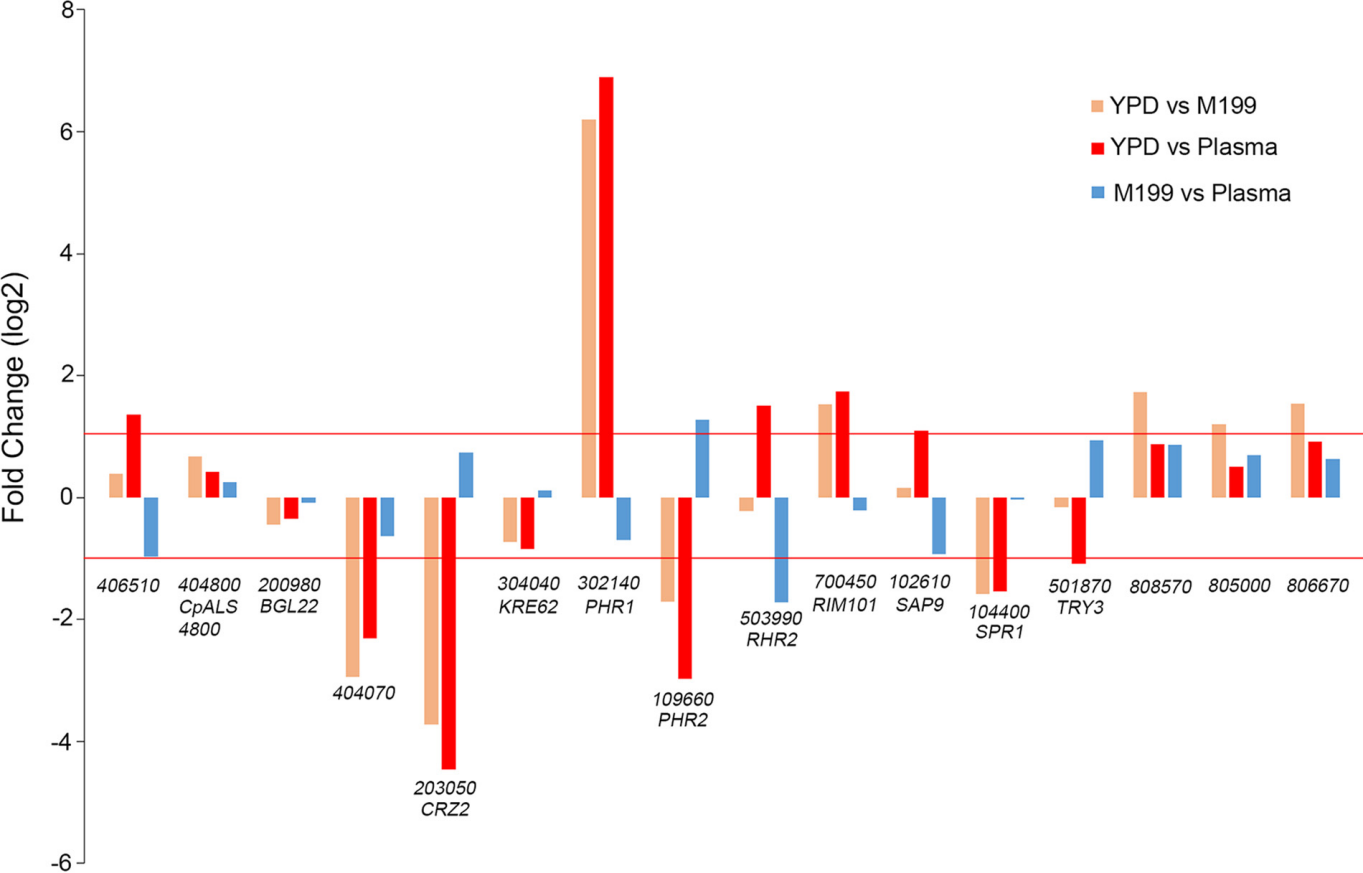
Adhesin gene expression fold change in three condition comparisons. A total of 16 genes with suggested involvement in adhesion based on the *Candida* Genome Database were selected from RNA-seq data, and gene expression log_2_-fold change values were plotted for each gene in each of the following three condition comparisons: YPD versus M199, YPD versus plasma, and plasma versus M199. Red lines mark a ±2-fold gene expression change threshold. The *x* axis labels reflect the *CPAR2* gene designation and the corresponding homologous gene name, where known.

A comparative analysis of the results of each of the three differential expression comparisons using a three-set Venn diagram (Fig. 4) showed that, of the 105 genes which were differentially expressed in isolates grown in adhesive growth conditions compared to those grown in nonadhesive growth conditions, 50 genes were differentially expressed in both YPD versus M199 and in YPD versus plasma. 

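By the same thresholds, 51 genes were DE in both comparisons with YPD, 28 higher and 23 lower in both inducing media, with none in opposite directions. Of these, 50 were not DE between M199 and plasma. In all, 105 genes were DE in at least 1 comparison with YPD and not between M199 and plasma, and 117 when the 12 also DE between M199 and plasma are counted. Leaving out each library in turn kept the number shared by both comparisons between 47 and 52, and leaving out the strain term of the model moved it most, to 41. The same YPD libraries stand in both comparisons, so their log2 fold changes would correlate without any effect of the media. Across all tested genes, r between the 2 sets of log2 fold changes was 0.702, and 69.2% of genes had the same sign. In 20 simulations of unchanged groups against the same controls, r had a mean of 0.496 (0.459 to 0.532), 66.7% of genes had the same sign on average, and 0 genes were DE in both. In 20 more, which kept the deviations shared by libraries of the same isolate and replicate number, r had a mean of 0.406 (0.0701 to 0.614), the share of genes with the same sign lay between 49.2% and 71.9%, a range that includes the observed share, and 0 genes were DE in both.

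**Figure D1:**
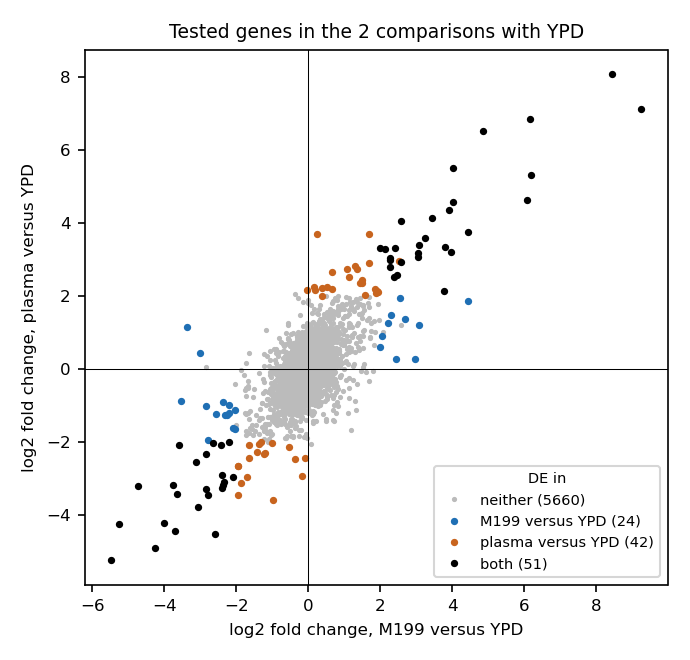
Log2 fold change of each tested gene in M199 compared to YPD (x axis) and in plasma compared to YPD (y axis), with genes coloured by the comparison in which they were DE. The 51 genes DE in both (black) lie in the quadrants where both fold changes have the same sign.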

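In the counts, 36 genes were DE in plasma compared to YPD alone, and 19 in M199 compared to YPD alone. A further 6 genes were DE in plasma compared to YPD and between M199 and plasma, and 5 in M199 compared to YPD and between M199 and plasma. The comparison of M199 with plasma alone gave 9 genes, and 1 gene was DE in all 3. Of the 42 genes DE in plasma and not in M199, 41 changed in the same direction in M199, 15 of them with an edgeR adjusted p below 0.001. Of the 24 DE in M199 and not in plasma, 22 changed in the same direction in plasma, 10 of them below 0.001. Between M199 and plasma, 14 of the 36 genes and 5 of the 19 had an edgeR adjusted p below 0.001 with a log2 fold change under 2, and the others did not reach that adjusted p.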

There were 35 unique genes which were differentially expressed in YPD versus plasma and 20 unique genes which were differentially expressed in YPD versus M199.

**FIG 4:**
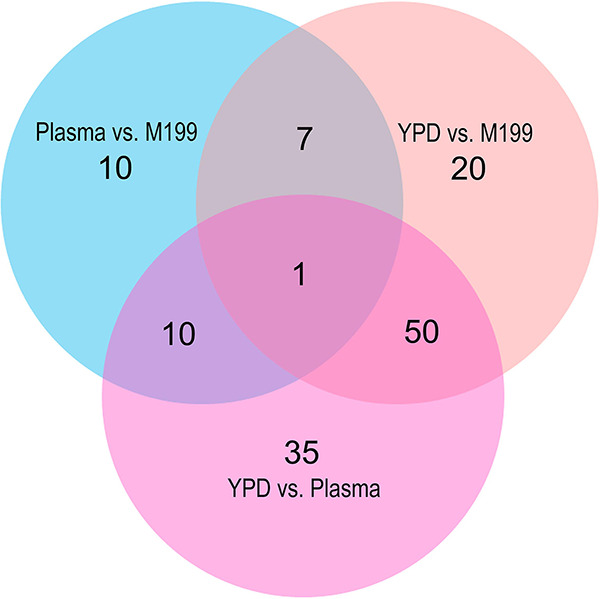
Venn diagram of differentially expressed genes. The distribution of individual genes among the different growth conditions is depicted.

The most enriched GO terms among each of the differential expression comparisons for each set of differentially expressed genes are included in the supplemental material (Table S2).

10.1128/mSphere.01071-20.3 TABLE S2 Gene Ontology (GO) term enrichment analysis result tables. The table depicts GO terms for significantly up- or downregulated genes for each of the three pairwise condition DESeq2 comparisons. Download Table S2, XLSX file, 0.1 MB. Copyright © 2021 Bliss et al. 2021 Bliss et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Gene family enrichment analysis.

Since C. albicans orthologue annotations are typically used to identify gene family members, genes that are unannotated in C. albicans or unique to C. parapsilosis may be overlooked which exist in biologically significant gene families. Gene families of differentially expressed genes in C. parapsilosis for each of the three condition comparisons were identified using BLASTp similarity searches and the Markov clustering algorithm (16–18) as described in Materials and Methods. For each of the three comparisons, gene families of differentially expressed genes were arranged from highest to lowest change in expression (Fig. 5). The FRE, CFEM, PHR, siderophore transporters, and MNN4 families were among the most highly upregulated gene families in adhesion-inducing conditions. 

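The families of Table S3 were ranked by the mean log2 fold change of their members. In M199 compared to YPD, 39 families were ranked, and the ferric reductase (FRE) genes formed 3 of them, at rank 1 (mean log2 fold change 2.78, 2 of 3 DE), rank 2 (mean log2 fold change 2.72, 2 of 2 DE), and rank 17 (mean log2 fold change -0.09, 1 of 6 DE). The CFEM family was at rank 4 (mean log2 fold change 1.98, 4 of 7 DE), the siderophore transporters at rank 5 (mean log2 fold change 1.72, 3 of 5 DE), and the PHR family at rank 13 (mean log2 fold change 0.95, 1 of 5 DE). In plasma compared to YPD, with 41 families, the FRE genes were at ranks 1, 6, and 25 (mean log2 fold changes, 2.85, 1.53, and -0.57). The siderophore transporters were at rank 3 (mean log2 fold change 2.53, 4 of 5 DE), CFEM at rank 4 (mean log2 fold change 2.04, 4 of 7 DE), a family labeled as MNN4-like at rank 9 (mean log2 fold change 0.83, 1 of 8 DE), and PHR at rank 10 (mean log2 fold change 0.80, 2 of 5 DE). All members were higher in the FRE family at rank 2 and the siderophore transporters in M199, and in the FRE family at rank 1 and the siderophore transporters in plasma. In the other families named here, members lay on both sides of 0, for example from -0.84 to 6.09 in the FRE family at rank 1, -0.11 to 3.92 in CFEM, and -1.70 to 6.16 in PHR in M199, and from -1.26 to 4.62 in the FRE family at rank 6, -0.61 to 4.37 in CFEM, -0.30 to 2.89 in the MNN4-like family, and -2.97 to 6.85 in PHR in plasma. No family mean named here changed sign without the effective-length offset, without the filter on low counts, with RLE in place of TMM, or with DESeq2.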

Detailed gene family clustering results are included in the supplemental material (Table S3).

**FIG 5:**
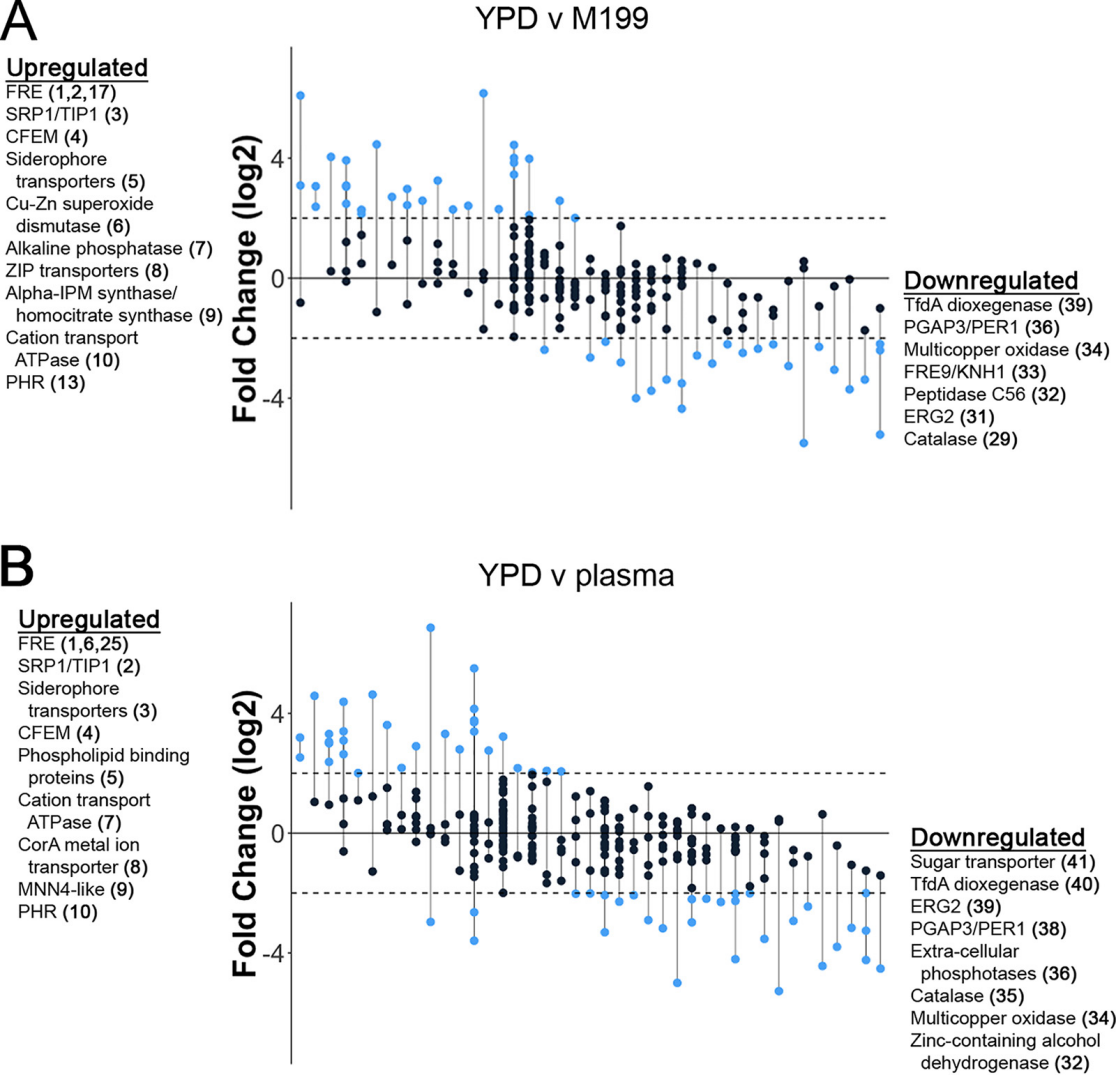
Gene family enrichment analysis of differentially expressed genes. Gene families of differentially expressed genes between two nonadhesive and adhesive growth condition comparisons are depicted. (A) YPD versus M199; (B) YPD versus plasma. Gene families are ordered from left to right in descending order according to their average fold change. Each vertical line represents a gene family or subfamily. Circles represent individual genes within each family. Blue circles represent genes that were differentially expressed by at least ±4-fold. The most upregulated and downregulated families are listed on each side of the plots. The sequential order on the *x* axis, in which the gene families appear from left to right, is listed in parentheses next to each gene family label.

10.1128/mSphere.01071-20.4 TABLE S3 Gene family clustering result tables. The table depicts genes found to be grouped in gene family clusters by homology for each condition comparison as described in Materials and Methods. The gene groups are labeled with known gene family names. The data tables also contain fold change and mean expression values from DESeq2 for each gene as well as orthologue gene names and gene descriptions from the *Candida* Genome Database. Individual genes within gene families that were differentially expressed in our analysis are highlighted in yellow. Download Table S3, XLSX file, 0.1 MB. Copyright © 2021 Bliss et al. 2021 Bliss et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Validation by qPCR.

To provide independent validation of the RNA-seq data, the expression of 26 genes that showed various degrees of changes in expression was measured by qPCR specific for each gene. Figure 6 shows correlation plots comparing qPCR (Δ*C_t_* relative to actin) to RNA-seq data (fragments per kilobase per million [FPKM] values for each gene minus actin). 

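The RNA-seq side of this comparison was computed as the log2 of each gene's TPM over that of ACT1 (CPAR2_201570) for the 27 genes other than actin that have primers in Table S4, and the qPCR measurements were not analysed here. Averaged over 3 libraries per group, 22 of 26 genes had higher levels relative to ACT1 in M199 than in YPD in JMB81, 23 of 27 in JMB77, and 22 of 27 in Ro75. In JMB81, CPAR2_800950 was left out because a YPD library had no counts of it. The largest increase relative to ACT1 in every isolate was that of INO1, at 9.08, 9.64, and 9.37 on the log2 scale, and the largest decrease that of PHR2 (CPAR2_109660), at -2.14, -1.58, and -1.52, in the order JMB81, JMB77, and Ro75. ACT1 itself was at 2319 ± 146.1 TPM (SD, n = 3) in YPD and 2042 ± 97.8 in M199 in JMB81, at 2060.0 ± 273 and 2169 ± 185 in JMB77, and at 1827 ± 109 and 1886 ± 144 in Ro75, so its mean fell in 1 isolate and rose in 2. Over all isolates its log2 fold change was -0.01 (edgeR adjusted p = 0.970) in M199 and -0.06 (edgeR adjusted p = 0.540) in plasma. Among the alternatives, the sign of the change in M199 flipped (range, -0.06 to 0.08) and that in plasma did not.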

In each isolate, the correlation between qPCR and RNA-seq was high, with R^2^ values greater than 0.74 for all isolates.

**FIG 6:**
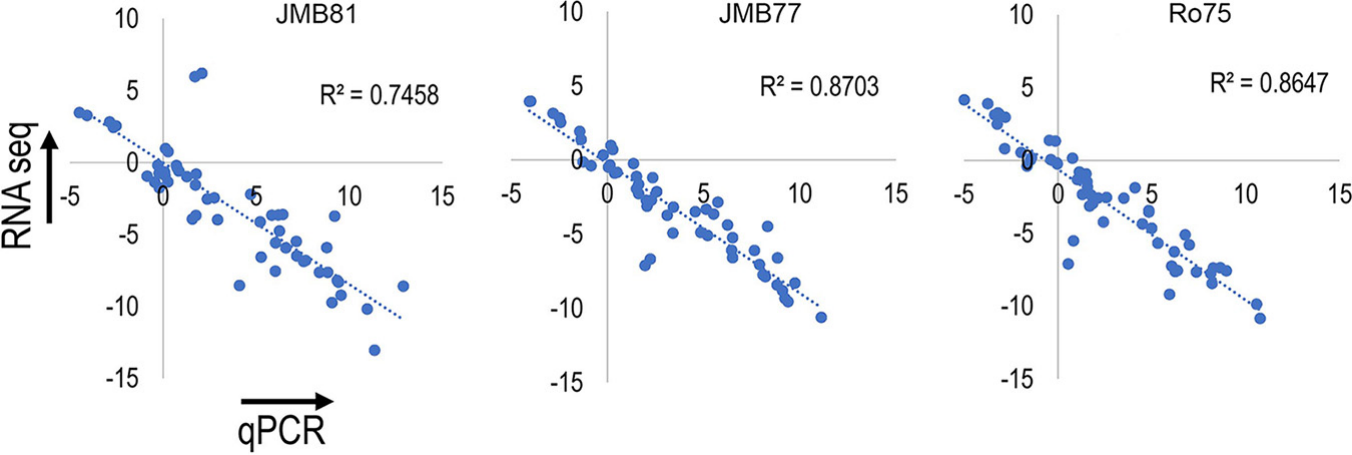
qPCR validation of RNA-seq data. A total of 26 genes were selected from RNA-seq data, and transcript levels were measured using qPCR on 3 independent biological replicates grown in YPD or M199. Strong linear correlation as measured by R^2^ values was observed between qPCR and RNA-seq. qPCR units are displayed as Δ*C_t_* relative to actin control, and RNA-seq expression levels, as FPKM-actin (Log_2_ transformed).

### qPCR of select differentially expressed genes in a nonadhesive strain.

Genes that are differentially expressed in adhesion-inducing conditions are strong candidates to have a role in adhesion. Identifying genes that are strongly upregulated in adhesive strains but to a lesser extent in strains that do not have an inducible adhesive phenotype is one method to further narrow the list of candidate genes. To explore the potential utility of this approach, qPCR was performed to measure the relative expression of a subset of the strongly upregulated genes identified in the adhesive strains compared to a strain that demonstrates only weak inducible adhesion, CLIB214 (Fig. 7). Several genes (*Cpar2_400510*, *Cpar2_701230*, *Cpar2_108340*) showed considerably higher upregulation in all three adhesive strains than in CLIB214. Analyses such as these will be helpful in prioritizing additional mechanistic studies.

**FIG 7:**
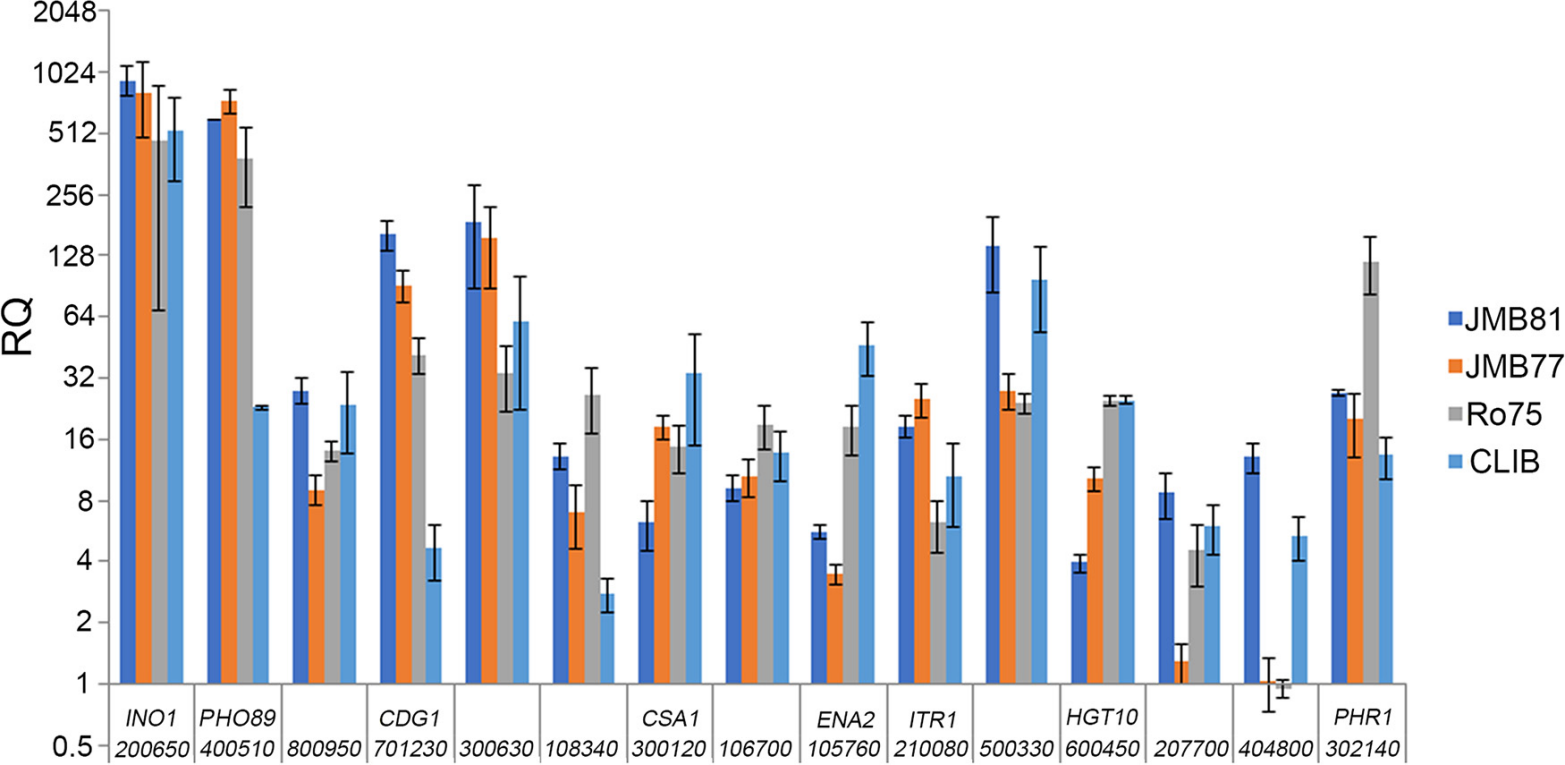
qPCR of upregulated genes on nonadhesive strain. A total of 15 genes were selected from the RNA-seq data that were strongly upregulated in the adhesive strains grown in M199, and transcript levels were measured using qPCR on 3 independent biological replicates grown in YPD or M199. The expression of each gene was compared to the expression in the nonadhesive strain, CLIB214 (CLIB). Relative quantification (RQ) is shown on a log_2_ scale. The *x* axis labels reflect the *CPAR2* gene designation and the corresponding homologous gene name, where known.

### Comparison of transcriptional responses of C. parapsilosis and C. albicans.

The C. albicans transcriptome was evaluated previously in response to a variety of conditions known to trigger filamentation compared to yeast growth in YPD alone at 30°C for 3 h (19). While the growth conditions used in that experiment were not identical to those in our study, their growth conditions were the most similar to ours among the data sets which were made available in public repositories. To allow a first approximation of similarities and differences in the response to these stimuli between species, the differentially expressed genes for C. albicans grown in liquid RPMI or YPD containing 10% fetal bovine serum at 37°C were compared to the differentially expressed genes identified in the current study for C. parapsilosis grown in M199 or human plasma. 

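The C. parapsilosis side of Table 3 was tested in the counts, and the C. albicans data were not analysed here. All 13 genes listed as increased in both species had positive log2 fold changes in both inducing media, and 12 were DE in M199 or plasma. The exception, UME6 (CPAR2_803820), had log2 fold changes of 0.99 and 0.67. The 3 genes listed as decreased in both species, FRE10 (CPAR2_401740), CRZ2, and LDG3 (CPAR2_808360), were DE and lower in M199, FRE10 at -2.39 and LDG3 at -2.36. LDG3 was not DE in plasma (-0.89, edgeR adjusted p = 0.0417). Of the 4 genes listed as increased only in C. parapsilosis, 3 were DE and higher in M199 or plasma, and CUP9 was below the fold change threshold. Of the genes listed as increased in C. albicans and decreased in C. parapsilosis, 9 could be tied to an identifier. In these, log2 fold changes ran from -2.26 to 0.25 in M199 and from -1.27 to 0.56 in plasma. In both media 6 were lower, 2 were DE and lower in M199, PGA23 (CPAR2_801300, -2.26) and GLX3 (CPAR2_103080, -2.20), and HGC1 (CPAR2_110180) was higher in both, at 0.20 and 0.05, within its standard error. Without the second JMB77 library in YPD, the log2 fold change of PGA23 was -1.92, below the threshold. CPAR2_600590, listed as increased in both species, had a log2 fold change of 2.01 (edgeR adjusted p = 5.83e-04) in M199, a call that was lost without any 1 of replicates 1 and 3 of JMB81 in YPD, replicates 1 and 2 of JMB77 in YPD, replicates 1 and 3 of JMB77 in M199, replicates 1, 2, and 3 of Ro75 in YPD, and replicate 3 of Ro75 in M199, at log2 fold changes of 1.86 to 2.02 and adjusted p values of 0.00115 to 0.00166. It was not DE with a block for each isolate and replicate number either (2.07, edgeR adjusted p = 0.00112). HWP1, ATO1, HSP70, and GUD1 were not analysed here.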

Genes that were coordinately up- or downregulated in both species as well as genes that were divergently regulated are shown in Table 3.

**TABLE 3:** Comparison of transcriptional responses of C. parapsilosis to C. albicans

Similar				Divergent			
Increased		Decreased		*Cp* ↑/*Ca* ↓		*Ca* ↑/*Cp* ↓	
Gene^*a*^	Function	Gene	Function	Gene	Function	Gene	Function
*PHO89*	Phosphate permease	*FRE10*	Ferric reductase	*HGT10*	Glycerol permease	*HWP1*	Hyphal cell wall protein
*CDG1*	Cysteine dioxygenase	*CRZ2*	Transcription factor	*CDG1*	Cysteine dioxygenases	*RBT5*	Member of CFEM family
*PHR1*	Cell surface glycosidase	*LDG3*		*LYS22*	Homocitrate synthase	*ATO1*	Transmembrane protein
*800950*				*CUP9*	Transcription factor, suppresses filamentation	*208810*	
*PGA30*	GPI-anchored protein					*HSP70*	hsp70 chaperone
*ENA2*	Sodium transporter					*PGA34*	GPI-anchored protein
*FRP2*	Ferric reductase					*MNN1*	Alpha-1,3-mannosyltransferase
*FRP1*	Ferric reductase					*GUD1*	Guanine deaminase
*PGA7*	CFEM family member					*PGA23*	GPI-anchored protein of unknown function
*MRV2*						*FAV2*	Adhesin-like protein
*SIT1*	Ferrichrome siderophore transporter					*202920*	
*600590*	Hap43p-induced gene					*GLX3*	Glyoxalase III activity, chaperone activity
*UME6*	Transcription factor, promotes filamentation					*HGC1*	Hypha-specific G1 cyclin-related protein

a Gene names are provided where available; otherwise, the Cpar2_ numeric designation is listed (45).

## DISCUSSION

Previous studies have examined the C. parapsilosis transcriptome. These reports have defined responses to different growth media, temperatures, hypoxia (20, 21), quorum sensing molecules (22, 23), and changes associated with acquired resistance to azole drugs (24). Indeed, these studies have contributed substantially to detailed annotation of the C. parapsilosis genome, and the effects of mutations in key elements of virulence pathways have been globally defined. Several studies have focused on specific transcription factors and their targets (21, 25–29). An additional study characterized the response to a monocyte cell line *in vitro* to identify potential virulence mechanisms (30). While these reports have provided important insights into the gene regulation and pathobiology of C. parapsilosis, the majority have focused on one or two strains (CLIB214 or CDC317). However, a study comparing genomic sequence data from 3 additional isolates that varied in source and geographic region demonstrated substantial genomic variability, including variations in copy number, rearrangements, and single nucleotide polymorphisms (31). The phenotypic variability in adhesion observed in the current report in clinical isolates is striking and may reflect genomic or gene expression variability that has not been previously detected. Additionally, in many studies of the C. parapsilosis transcriptome mentioned above, yeasts were grown in standard laboratory medium and at 30°C. We have focused our studies on conditions that are likely to more closely mimic a host environment, including growth in mammalian tissue culture medium or human plasma and at physiologic temperatures of 37°C. These environmental cues are likely to reveal additional gene expression changes that are relevant to virulence.

In the current study, to model the early transcriptional response within the host, we used a strategy of examining adhesive clinical isolates, maintained at low passage number and grown under conditions modeling the host environment. We previously reported that growth in M199 or fetal bovine serum (FBS) at 37°C resulted in enhanced adhesion to immobilized substrates under fluid shear compared to growth in YPD (13). In the current study, human plasma was substituted for FBS to more closely mimic human conditions and include any potential influence of plasma components that would be lost during serum preparation (32). Although an effect similar to that of FBS is likely, we were unable to experimentally confirm the adhesion phenotype *in vitro* because the microfluidics adhesion assay is sensitive to shear forces that were significantly altered due to the increased viscosity of plasma. Comparison of the transcriptome under these conditions allowed identification of genes that were differentially expressed during the switch to an adhesive phenotype. In each of the growth conditions tested (YPD, M199, or plasma), common sets of genes were differentially expressed in all three strains, although some variations were also observed among them. 

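In a model with a separate mean for each of the 9 groups, each isolate was tested on its own, with 3 libraries per medium. The spread of each gene was estimated from all 27 libraries, so the isolates shared it. In M199 compared to YPD, 60 genes were DE in JMB81, 57 in JMB77, and 56 in Ro75. In plasma compared to YPD, the numbers were 92, 81, and 106, and between M199 and plasma they were 15, 21, and 20. With JMB77's own 9 libraries alone, edgeR gave 12, 11, and 0 genes in the same order, with 1328 at an unadjusted p under 0.05 in the last. Between M199 and plasma, DESeq2 gave 61 genes in JMB77 and 44 in Ro75, and a block for each replicate number gave 44 in each of the 2. Single libraries moved the numbers between M199 and plasma to 8 without replicate 3 of JMB81 in M199, 6 without replicate 1 of JMB81 in plasma, 9 without replicate 2 of JMB81 in plasma, 7 without replicate 3 of JMB81 in plasma for JMB81, 32 without replicate 2 of JMB77 in plasma for JMB77, and 8 without replicate 2 of Ro75 in M199, 7 without replicate 3 of Ro75 in M199, 12 without replicate 1 of Ro75 in plasma, 11 without replicate 2 of Ro75 in plasma for Ro75. The same 35 genes were DE in all 3 isolates in M199, 40 in plasma, and 2 between M199 and plasma, always in the same direction. In at least 1 isolate, 85, 168, and 45 genes were DE. Passing the threshold in a single isolate does not show that isolates differ, so the difference between their responses to M199 and plasma was tested as an interaction. It passed an edgeR adjusted p of 0.001 for 25 genes in JMB81 against the mean of the other isolates. For JMB77 against Ro75 it passed for 0 genes by edgeR's quasi-likelihood F-test, with 253 genes (4.38% of those tested) at an unadjusted p under 0.05. This 0 does not show that JMB77 and Ro75 respond alike. DESeq2's likelihood ratio test gave 3 genes for that pair, CPAR2_407570, CPAR2_600590, and CPAR2_603100, and 148 for JMB81, the alternative that moved a count most at the same threshold, and the block gave 76 for JMB81. The count for JMB81 lay between 5 and 30 with each library left out, lowest without replicate 1 of JMB81 in plasma and highest without replicate 3 of JMB77 in M199. It was 5 to 16 without any 1 of replicates 1, 2, and 3 of JMB81 in YPD, replicates 1, 2, and 3 of JMB81 in M199, replicates 1, 2, and 3 of JMB81 in plasma, replicate 2 of JMB77 in M199, replicate 3 of JMB77 in plasma, replicates 1, 2, and 3 of Ro75 in YPD, replicates 1, 2, and 3 of Ro75 in M199, and replicates 1 and 2 of Ro75 in plasma. Any difference between the preparations of the JMB81 libraries and the others that is not alike in all media is part of that count.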

Interestingly, for all three strains, transcriptional profiles in M199 and plasma resembled one another more closely than those in YPD. 

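Over all 5777 tested genes, in place of those chosen as DE, r between M199 and plasma was 0.982 in JMB81, compared to 0.963 between YPD and M199 and 0.951 between YPD and plasma. In Ro75 the coefficients were 0.955, 0.954, and 0.924, in the same order. In JMB77, r was 0.954 both between M199 and plasma and between YPD and M199, and that between YPD and plasma was 0.932. Groups of the same medium had a mean r of 0.983 between JMB77 and Ro75 and of 0.866 between JMB81 and the other isolates.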

In combination with our earlier observation of increased adhesion (13), this result indicates that some of the differentially expressed genes in M199 and plasma are likely to represent adhesins or adhesion-related factors, although many others appear to encode transporters and genes involved with nutrient acquisition.

The *ALS* gene family is well known for its role in adhesion in C. albicans (33). Recent work using a combination of approaches to avoid pitfalls associated with accurate assembly of genome sequence data for these genes having multiple similar loci and tandem copies of repeated sequences has defined 5 *ALS* genes in several C. parapsilosis strains (15). Because these genes were substantively different from the C. albicans *ALS* genes, a naming scheme was proposed to capture their genomic arrangement (*CpALS4770*, *CpALS4780*, *CpALS4790*, *CpALS4800*, and *CpALS660*) (15). Careful assessments of C. parapsilosis *ALS* gene expression in this study demonstrated considerable variation among strains, which is much in line with our findings. 

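In JMB81, CpALS4800 (CPAR2_404800) had 6104 ± 1126 normalized counts (SD, n = 3) in YPD, 45738 ± 4205 in M199, and 23724 ± 1665 in plasma. The increase passed both thresholds in M199 (log2 fold change 2.91, standard error 0.30, edgeR adjusted p = 6.30e-07) and fell short of a log2 fold change of 2 in plasma (log2 fold change 1.96, standard error 0.29, edgeR adjusted p = 3.57e-05). Leaving out each library in turn kept the log2 fold change between 2.77 and 3.04 in M199 and between 1.84 and 2.11 in plasma. In plasma it passed both thresholds without replicate 2 of JMB81 in YPD (2.11, edgeR adjusted p = 1.38e-04) or replicate 2 of JMB81 in plasma (2.01, edgeR adjusted p = 1.17e-04). Over all isolates together CpALS4800 was not DE, with log2 fold changes of 0.66 (edgeR adjusted p = 0.201) and 0.41 (edgeR adjusted p = 0.372). The paper describes similar ALS loci with repeated sequences, and how Salmon divided reads among them was not tested.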

Consistent with our previous report (13), *CpALS4800* (*CPAR2_404800* or *CpALS7*) was upregulated in JMB81 in M199 and plasma. However, in JMB77 and Ro75, *CpALS4800* expression was consistently high under all conditions despite phenotypic differences in adhesion. This result suggests either that *CpALS4800* does not contribute to adhesion under the conditions of our assay in these strains or that its adhesive function is being modulated by another factor. 

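In JMB77, CpALS4800 had 31667 ± 7234 normalized counts (SD, n = 3) in YPD, 30621 ± 15247 in M199, and 52327 ± 14551 in plasma. In Ro75 it had 36009 ± 9536, 25613 ± 2838, and 20064 ± 3814, in the same order. Compared to YPD, it did not pass the thresholds in JMB77 in M199 (log2 fold change -0.05, standard error 0.28, edgeR adjusted p = 0.944) or plasma (log2 fold change 0.72, standard error 0.28, edgeR adjusted p = 0.0530), nor in Ro75 in M199 (log2 fold change -0.49, standard error 0.28, edgeR adjusted p = 0.312) or plasma (log2 fold change -0.84, standard error 0.28, edgeR adjusted p = 0.0231). The response of JMB81 differed from the mean of the other isolates by 3.18 on the log2 scale in M199 and by 2.02 in plasma (interaction tested with edgeR's quasi-likelihood F-test, adjusted p = 8.50e-05). From these levels and the adhesion of the isolates, the paper proposes that CpALS4800 does not contribute to adhesion of JMB77 and Ro75 in its assay or that another factor modulates its function.

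**Figure D2:**
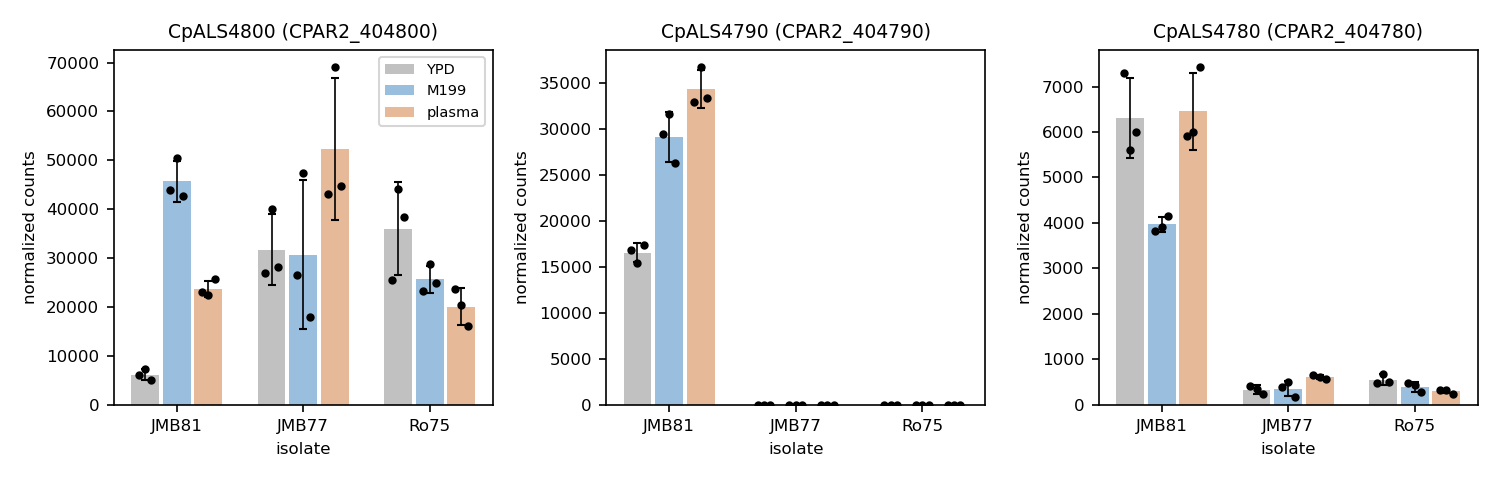
Normalized counts of CpALS4800, CpALS4790, and CpALS4780 by isolate (x axis) and medium (colour), with bars at the mean, error bars of 1 SD, and a point for each of the 3 libraries per group. CpALS4800 is lowest in JMB81 in YPD (6104), and CpALS4790 has no counts in JMB77 and Ro75.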

The other *ALS* family members did not show differential expression in any isolate and were generally expressed at low levels. 

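CpALS4770, CpALS4780, and CpALS4790 were taken as CPAR2_404770, CPAR2_404780, and CPAR2_404790, from the matching locus numbers, and CpALS660 was not analysed here. CpALS4770 had group means between 579 and 1060.3 normalized counts. CpALS4780 had between 3966 and 6453 in JMB81 and between 291 and 613 in the other isolates. Within isolates, neither was DE in M199 or plasma compared to YPD, and the largest change was that of CpALS4780 in Ro75 in plasma (log2 fold change -0.92, standard error 0.28, edgeR adjusted p = 0.0143). CpALS4790 had 16492 ± 1024 (SD, n = 3) in YPD in JMB81, 29074 ± 2685 in M199, and 34321 ± 2069 in plasma. Its log2 fold changes in JMB81 were 0.82 (standard error 0.12, edgeR adjusted p = 0.00323) and 1.06 (standard error 0.12, edgeR adjusted p = 3.06e-04), below the fold change threshold.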

*CpALS4790* is notable in that it was the most abundant constitutively expressed *ALS* gene in JMB81 (13) and in the strains studied by Oh et al. (15), leading the authors to suggest an abundance of CpAls4790 on the cell surface. Further, a *CpALS4790* null mutant showed a loss of adhesion to epithelial cells *in vitro* and a reduction in fungal burden in a mouse model of vaginal candidiasis (10). However, no *CpALS4790* expression was detected by RNA-seq from JMB77 or Ro75, although adhesion is robust in these clinical isolates, and they were capable of colonization and/or invasive disease in the human infants from whom they were obtained. This finding is also consistent with our previous study, in which genomic sequences for *CpALS4790* were not detected in JMB77 and Ro75 (13). 

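No count of CPAR2_404790 was assigned in any of the 9 libraries of JMB77 or the 9 of Ro75. Its counts in the 9 libraries of JMB81 ranged from 14200 to 32507, or 845 to 1783 CPM. A count of 0 allows up to 3 counts per library, which is at most 0.144 CPM in these libraries, so the lowest CPM in JMB81 was about 5867 times this floor. The floor covers counting error only and does not bound expression if reads of the gene could not be assigned. The neighboring ALS genes CPAR2_404780 and CPAR2_404800 had counts in every library of JMB77 and Ro75. An absence of counts by itself does not separate a gene that is missing or too divergent for its reads to be assigned from a gene that is silent. The paper cites an earlier study in which no genomic sequence of the gene was found in JMB77 and Ro75.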

Taken together, these findings lend further support to the heterogeneity of the *ALS* family among isolates of C. parapsilosis and represent additional evidence to support the noted genomic variability among strains of this species, including the *CpALS* genes (31). The observations also underscore the complexity of the adhesive phenotype and the difficulty in attributing it to a single gene product or family.

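CFEM2 (CPAR2_402910) had log2 fold changes of 3.09 (standard error 0.17, edgeR adjusted p = 7.57e-13) in M199 and 3.39 (standard error 0.18, edgeR adjusted p = 1.04e-13) in plasma, from 21615 ± 6878 normalized counts (SD, n = 9) in YPD. CFEM3 (CPAR2_402900, named PGA7 in Table 2) had 3.05 (standard error 0.20, edgeR adjusted p = 1.56e-11) and 3.08 (standard error 0.20, edgeR adjusted p = 9.50e-12), from 2268 ± 787. CFEM6 (CPAR2_300120, named CSA1 in Table 2) had 3.92 (standard error 0.28, edgeR adjusted p = 3.70e-11) and 4.37 (standard error 0.28, edgeR adjusted p = 6.34e-12), from 1513 ± 752. Each was higher in all 3 libraries of either inducing medium than in all 3 YPD libraries of the same isolate, in all 3 isolates. Between M199 and plasma, the log2 fold changes of the 3 genes were -0.30, -0.04, and -0.45, with edgeR adjusted p values of 0.126, 0.885, and 0.141.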

Several members of the *CFEM* (common in fungal extracellular membranes) gene family were strongly upregulated in adhesive conditions—*CFEM2*, *CFEM3*, and *CFEM6* (*CPAR2_402910*, *CPAR2_402900*, and *CPAR2_300120*, respectively). These genes are syntenic with the C. albicans genes *RBT5*, *PGA10*, and *CSA1* and are involved in heme binding and iron acquisition, a role that is conserved between the species. These genes have been shown to be upregulated in response to *BCR1*, a transcription factor that regulates biofilm formation (25). Iron acquisition from the host is increasingly being recognized for its importance in virulence among pathogenic fungi and is integrated with alterations in the cell surface related to morphogenesis and adhesion (34). Further, it has been shown that iron modulates chromatin activation of known adhesins and putative adhesin-like cell surface proteins in C. albicans (35). The finding that genes involved in iron acquisition were so strongly upregulated in our experimental conditions supports the notion that these conditions mimic the host environment and are useful for identification of virulence pathways.

The *PHR* family of transglycosylases is important in the virulence of C. albicans and is necessary for processing of β-1,3-glucans in the yeast cell wall (36). In the current study, *CpPHR1* (*CPAR2_302140*) and *CpPHR2* (*CPAR2_109660*) showed reciprocal transcriptional regulation. 

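CpPHR1 rose from 426 ± 139.7 normalized counts (SD, n = 9) in YPD to 29932 ± 7677 in M199 and 48033 ± 6508 in plasma, with log2 fold changes of 6.16 (standard error 0.19, edgeR adjusted p = 2.41e-18) and 6.85 (standard error 0.19, edgeR adjusted p = 3.74e-19). CpPHR2 went from 66121 ± 14083 in YPD to 20344 ± 7904 in M199 and 8450.3 ± 2014 in plasma, with log2 fold changes of -1.70 (standard error 0.20, edgeR adjusted p = 3.17e-07) and -2.97 (standard error 0.21, edgeR adjusted p = 1.90e-11). The decrease of CpPHR2 in M199 was below the fold change threshold. In each isolate and either inducing medium, all 3 libraries lay above the YPD libraries for CpPHR1 and below them for CpPHR2. Over the 27 sets with a library left out, the log2 fold change in M199 stayed between 6.08 and 6.27 for CpPHR1 and between -1.88 and -1.63 for CpPHR2. From this pattern and the pH-dependent expression of the C. albicans genes, the paper proposes that the PHR genes behave similarly in C. parapsilosis.

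**Figure D3:**
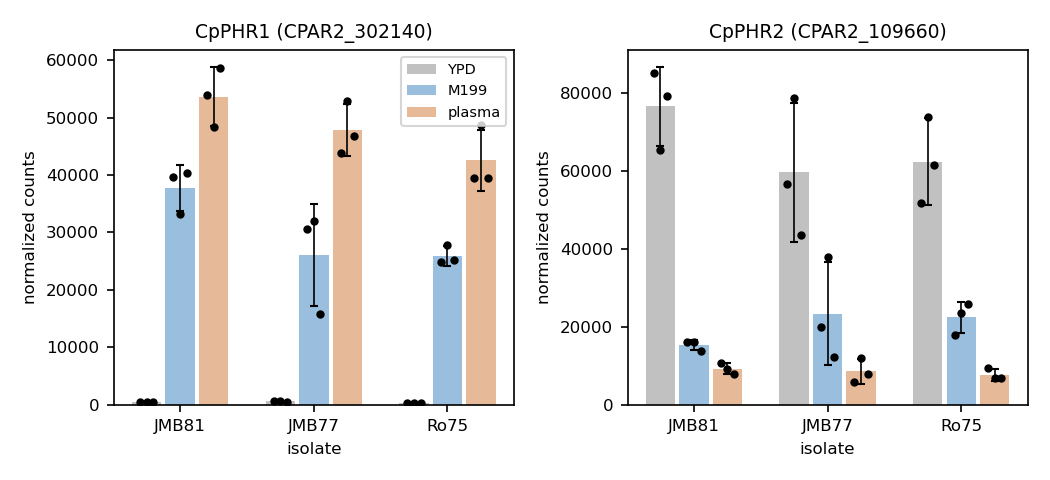
Normalized counts of CpPHR1 and CpPHR2 by isolate (x axis) and medium (colour), with bars at the mean, error bars of 1 SD, and a point for each of the 3 libraries per group. CpPHR1 is at 214 to 665 in YPD and at 15845 or more in M199, and CpPHR2 is at 43418 or more in YPD and at 11992 or less in plasma.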

The C. albicans *PHR* genes exhibit inverse pH-dependent expression (36), and our results suggest that they behave similarly in C. parapsilosis. A *PHR1* null mutant in C. parapsilosis forms biofilms with reduced numbers of cells, implying a role in this function. 

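CpSKN1 (CPAR2_807200) had 1088 ± 262 normalized counts (SD, n = 9) in YPD, 2885 ± 825 in M199, and 7425 ± 1291 in plasma. Its log2 fold change compared to YPD was 1.37 (standard error 0.15, edgeR adjusted p = 1.59e-07) in M199 and 2.75 (standard error 0.16, edgeR adjusted p = 7.37e-13) in plasma, so that both thresholds were passed in plasma only. It was higher in plasma than in M199 (log2 fold change for M199 compared to plasma, -1.38, edgeR adjusted p = 7.01e-07). In all 3 isolates, every library from an inducing medium lay above every YPD library of the same isolate.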

(37) Another glucan-processing enzyme that was upregulated under adhesive conditions was *CpSKN1* (*CPAR2_807200*). *SKN1* serves as a β-1,6-glucan synthase in C. albicans and functions in concert with the constitutive β-1,6-glucan synthase, *KRE6.* (38) Consistent with our findings, expression of *SKN1* in C. albicans is induced upon induction of hyphal growth. The current study supports the possibility that polysaccharide remodeling of the cell wall, which is necessary for hyphal growth in C. albicans, may be important in adhesion of C. parapsilosis.

Other groups have examined the C. albicans transcriptional response, under similar but not identical conditions. Azadmanesh et al. compared the profile of SC5314 grown in YPD at 30°C for 3 h to growth in RPMI or in YPD containing 10% FBS at 37°C for 3 h (19). Despite these differences, our data show similar responses between C. albicans and C. parapsilosis for many of the top differentially expressed genes, including *PHO89*, *CDG1*, and *PHR1* (Table 3). These results raise the possibility of a generic *Candida* response to host stimuli. However, several genes show a disparate response between the two species. 

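PHO89 was at 24.3 to 94.5 normalized counts in the YPD libraries of the 3 isolates, at 3226 to 33289 in M199, and at 4616 to 38671 in plasma. CDG1 was at 23.5 to 171.1, 2153 to 10325, and 1858 to 5618, in the same order. Table 3 lists CDG1 under both the similar and the divergent genes. From the lists of Table 3, the paper raises a generic response of Candida species to host stimuli as a possibility.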

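CUP9 (CPAR2_301340) had 1947 ± 1283 normalized counts (SD, n = 9) in YPD, 3618 ± 1659 in M199, and 7679.7 ± 4823 in plasma. Its log2 fold change was 1.05 (standard error 0.17, edgeR adjusted p = 3.02e-05) in M199 and 1.97 (standard error 0.17, edgeR adjusted p = 9.61e-10) in plasma, both below the fold change threshold of the DE genes. Leaving out each library in turn kept it between 0.98 and 1.13 in M199 and between 1.90 and 2.06 in plasma. In plasma it was DE without any 1 of replicate 2 of JMB81 in YPD, replicates 1 and 2 of JMB81 in plasma, replicate 1 of JMB77 in YPD, replicate 2 of JMB77 in plasma, and replicate 1 of Ro75 in YPD, at log2 fold changes of 2.01 to 2.06. It was also DE without all libraries of JMB81 (2.04) or of Ro75 (2.02). All 9 libraries of either inducing medium lay above the YPD libraries of the same isolate.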

*CUP9* encodes a transcription factor that was upregulated in C. parapsilosis under adhesive conditions but is downregulated in C. albicans, where it represses filamentation and expression of hypha-specific genes such as *HWP1* and *ECE1*. 

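RBT5 was taken as CPAR2_402920, which Table S3 pairs with that C. albicans name, although the paper describes CFEM2 as syntenic with RBT5. CPAR2_402920 had 477 ± 308 normalized counts (SD, n = 9) in YPD, 443 ± 272 in M199, and 290.1 ± 157.5 in plasma. Its log2 fold change was -0.11 (standard error 0.15, edgeR adjusted p = 0.610) in M199 and -0.61 (standard error 0.15, edgeR adjusted p = 0.00142) in plasma. With each library left out in turn, the value in M199 stayed between -0.18 and -0.02. HWP1 was not analysed here.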

(39) Genes encoding two cell wall proteins, *HWP1* and *RBT5*, are both strongly upregulated in C. albicans but show little change in C. parapsilosis, perhaps an effect of the upregulation of *CpCUP9*. Thus, these results support both general *Candida* spp. responses and C. parapsilosis-specific responses.

In summary, we describe a new approach to identifying C. parapsilosis adhesins, utilizing clinical isolates that show strong adhesion *in vitro* when exposed to host factors. Using this approach, several potential adhesins and transcription factors were identified that may play a role in adhesion. It is likely that additional adhesion pathways or host stimulus responses may dominate in different isolates. It will also be useful to compare nonadhesive isolates to identify genes that are not relevant to adhesion.

## MATERIALS AND METHODS

### Strains and growth conditions.

The C. parapsilosis clinical isolates used in the current study (JMB81, JMB77, and Ro75) have been previously described, and CLIB214 is a type strain (13). Isolates were confirmed as C. parapsilosis *sensu stricto* using PCR probes specific to the *ITS1* region (40). Yeasts were grown overnight in YPD medium (1% yeast extract, 2% peptone, 2% dextrose) with vigorous agitation at 37°C. Stationary-phase cultures were washed with sterile water and resuspended in fresh YPD medium, tissue culture medium M199 (BioWhittaker/Lonza, no. BW12-117Q), or pooled human blood plasma (sodium heparin anticoagulated) at 3 × 10^6^/ml and further incubated at 37°C for 3 h without shaking. Under these growth conditions, filaments (hyphae or pseudohyphae) were not observed. Parallel samples were tested in adhesion assays (Fig. 1) to confirm the adhesive phenotype, or yeast were centrifuged and pellets were flash frozen in liquid N_2_ and stored at −80°C for later RNA extraction for RNA-seq or quantitative PCR (qPCR) validation.

### Adhesion assays.

A microfluidics multichannel adhesion assay was used to measure adhesion of yeast under fluid shear, using the Bioflux 200 platform (Fluxion Biosciences) as previously described (13). Briefly, channels were coated with BSA for 48 h and then washed with Hanks’ balanced salt solution with calcium and magnesium (HBSS+) at 2 dynes/cm^2^ to remove unbound protein. Yeasts grown in YPD or M199 were loaded into the channels and passed through at 5 dynes/cm^2^ for 30 min. Excess yeasts were then removed from inlets and outlets, and Dulbecco’s phosphate-buffered saline with calcium and magnesium (DPBS+) containing 5 μM calcofluor white was added to the channels. The flow was resumed for another 10 min at 5 dynes/cm^2^ to remove unbound yeast. The channels were then imaged using a Nikon Ti-E inverted fluorescence microscope with a motorized stage to automate sequential imaging of the channel area. Yeast binding was measured in the DAPI (4′,6-diamidino-2-phenylindole) (calcofluor) fluorescence channel (395 nM excitation, 440/40 emission). An intensity threshold was used to determine the percentage of the channel surface area that was covered with yeast (expressed as adhesion index in Fig. 1). Data from 4 independent experiments with duplicate channels for each condition were pooled. Statistical analysis was conducted using SigmaPlot v13.0.

### RNA extraction, library preparation, and sequencing.

The three strains used in this study were cultured in YPD, M199, or plasma as described above in three biological replicates. Total RNA was extracted from each and purified using a RiboPure yeast extraction kit (Ambion/Life Technologies). RNA integrity was assessed using agarose gels and an Agilent bioanalyzer. RNA-seq library preparation was conducted using the NEBNext Ultra RNA library prep kit for Illumina (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions, and sequencing was performed following rRNA depletion using paired-end reads (Illumina HiSeq2000), 2 × 150 bp, from all samples.

### RNA-seq pipeline.

Samples were checked for quality control using FastQC v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Samples that contained remaining adaptor sequence were trimmed with Skewer v0.2.1. (41) Reads were then aligned to the genome (20) and quantified using Salmon v1.0.0 (42) in mapping-based mode. Salmon transcript quantification was performed by applying the –gc-bias and –seq-bias flags for correcting fragment-level GC content bias and sequence-specific random hexamer priming biases, respectively. The tximport v1.6.0 R package (43) was used to import transcript quantification files and bias correction matrices into the differential expression analysis workflow. Differential expression analysis using the DESeq2 v1.18.1 R package (44) was performed to identify differentially expressed genes in a series of pairwise comparisons between each of the sets of replicates of three samples in each of the three growth conditions. Default parameters for DESeq2 were used for differential expression analysis.

### Data analysis and annotation.

Gene ontology enrichment was performed using the *Candida* Genome Database’s GO Term Finder tool. (45) Genes which were significantly upregulated or downregulated under each condition comparison were used as a query set for GO term enrichment. GO terms with a Bonferroni corrected *P* ≤ 0.05 were considered to be significantly enriched. C. albicans and S. cerevisiae gene names which are included in the results as annotations were obtained from the *Candida* Gene Order Browser (46, 47).

The gplots v3.0.1 and DESeq2 v1.18.1 R packages were used to create heat maps of the expression data. All R analyses were run using R v3.4.3. To create the heat maps of top differentially expressed genes, variance stabilizing transformation (VST) was first applied to counts of differentially expressed genes which were normalized by DESeq. Then, z scores per expression value were calculated using row means across all samples for each gene and z scores were plotted using the heatmap.2 function contained in the gplots package. The heat map data were clustered using default heatmap.2 settings, which use Euclidean measures to obtain a distance matrix and the complete agglomeration method for clustering, before scaling the data. Finally, the data dendrograms were reordered based on row and column means (https://stat.ethz.ch/R-manual/R-patched/library/stats/html/reorder.dendrogram.html).

Data for the Venn diagram (Fig. 4) were generated through a series of comparisons of the numbers of differentially expressed genes in each of the three DESeq2 results sets. Thresholds of gene expression fold change ≥ ±4 and *P* ≤ 0.001 were used to select genes to include in this comparison. The distribution of shared and unique genes among DESeq2 results sets was displayed as a Venn diagram using the VennDiagram v1.6.20 R package. Additionally, the correlation coefficients of all VST transformed normalized gene counts for each sample were plotted as a clustered heat map using the cor() function of the base R stats library to generate a correlation matrix model and the pheatmap v1.0.12 library to plot a clustered heat map of the correlation coefficient between all samples.

Gene family enrichment analysis of differentially expressed genes was performed by including genes with an expression fold change of ≥±4 and *P* ≤ 0.001 from each of our three condition comparisons in our gene family enrichment analysis workflow. First, same-species homologous protein sequences were determined using BLASTp for the three sets of differentially expressed genes from each DESeq2 comparison (18). Next, significantly enriched gene groups were identified using the Markov clustering algorithm with an inflation factor of 2.1 (16, 17). Finally, the newly identified gene clusters were annotated with known gene family labels using the UniProt database of proteins (48). In some cases, gene family labels did not exist for C. parapsilosis genes, so gene family annotations for homologues in C. albicans or S. cerevisiae were used to identify our gene groups instead. The log_2_-fold change was plotted for genes within significantly enriched gene families using the ggplot2 v3.0.1 R package, and the gene families were ordered from highest to lowest mean log_2_-fold change for each gene group. The gene groups were spaced evenly apart by an arbitrary increment on the *x* axis for enhanced visibility.

### qPCR.

Quantitative PCR was performed as previously described (13). Primer sequences are listed in supplemental material (Table S4).

10.1128/mSphere.01071-20.5 TABLE S4 Primer sequences for qPCR. Download Table S4, DOCX file, 0.1 MB. Copyright © 2021 Bliss et al. 2021 Bliss et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Data availability.

The raw gene expression count files generated from our RNA-seq data are freely available and hosted in the Gene Expression Omnibus (GEO) RNA-seq data repository (accession number GSE159274).

# Supplementary material for: Transcription Profiles Associated with Inducible Adhesion in Candida parapsilosis
**Source:** mSphere. 2021 Feb 10;6(1):e01071-20. doi: 10.1128/mSphere.01071-20
**Supplement:** TABLE S4

Table S4. Primer sequences for qPCR

How the deposited data were processed for this re-analysis (not part of the article)

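The isolates JMB81, JMB77, and Ro75 of *C. parapsilosis* were grown in 3 media, YPD, M199, and pooled human plasma, for 3 h at a temperature of 37 °C. RNA from 3 independent replicates of each isolate in each medium was sequenced, which gave 27 libraries in 9 groups. The isolate, medium, and replicate number of each library were taken from the sample records, and no library was left out. The qPCR, adhesion, and microscopy measurements and the *C. albicans* data of the study were not analysed here.

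The authors checked the reads with FastQC, trimmed adaptors with Skewer where present, and quantified the reads with Salmon in mapping-based mode with corrections for GC and sequence bias. The deposited expected counts are the fragments that Salmon, run by the authors, assigned to each transcript, with no normalization between libraries and no pooling of replicates. The deposited TPM values were computed by the authors with Salmon from the same fragments, scaled by effective length and to the same sum in each library. Each library lists the same 5818 transcripts with a single transcript per gene, and 5817 of them had a count in some library. The methods do not give the version of the annotation. All but 1 of the identifiers matched a locus tag of the RefSeq annotation of strain CDC317, which has 5950 genes, and 2443 of them carried a gene symbol there.

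Total counts and their medians in each group are given beside the description of the sequencing. In the JMB81 libraries 39.6% to 50.0% of the nonzero expected counts were not whole numbers, compared to 74.2% to 95.5% in the other libraries. The smallest effective length was 27 to 30 in the JMB81 libraries and 2 in the others. Both differences follow the 2 forms of the library names. The plan of the tests, written before the data were examined, described the JMB81 libraries as about 2 times as deep, from the aligned reads of Table 1, and the deposited counts do not show this. The tests were kept as planned.

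Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were normalized by TMM, with offsets for effective length built in the way tximport builds them. The filter on low counts (filterByExpr over the 9 groups, minimum count 10, minimum total 15) kept 5777 genes and left out 41. The comparisons of media used all 27 libraries in a quasi-likelihood model with terms for isolate and medium. Genes with a Benjamini-Hochberg adjusted p below 0.001 and an absolute log2 fold change of at least 2 were counted as DE. Effects within an isolate and the strain-by-medium interactions came from contrasts in a model of the 9 groups, and the interactions were called on the adjusted p alone. Libraries with the same isolate and replicate number tended to deviate together from their group means (correlation over 0.1 in 9 of 9 pairs in JMB81, 7 of 9 in JMB77, and 8 of 9 in Ro75; median over all, 0.401; lowest, -0.062). Their names also run by replicate number, and the 3 of replicate 1 of JMB81 carry another date-like prefix than those of replicates 2 and 3. The numbers may thus mark libraries handled together, which neither the paper nor the records state. The tests were kept without a block, as planned, and values with the block are given where it moved a count or call. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. Genes were counted as absent from an isolate when all 9 of its libraries had at most 3 counts and all 9 libraries of another isolate had at least 50. A count of 0 was bounded at 3 counts per library.

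The similarity of the media was the mean correlation of group means between M199 and plasma minus the mean correlation of either with YPD, on variance-stabilized counts from DESeq2 1.42.0. Over all tested genes it was tested by exact permutation of which medium was called YPD in each isolate. Over the DE genes, which were chosen with the same medium names, the planned test is not reported. Levels relative to ACT1 were computed from TPM for the 27 genes with primers in Table S4. Gene families, enriched terms, and lists of DE genes were read from Tables S1, S2, and S3, and the enrichment was not computed again. Data Set S1 was held only in part and not used here.

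The correlation of the 2 comparisons with YPD was set against simulated unchanged groups, and, added after the data were seen, against groups that kept the residuals of the libraries with a sign drawn for each isolate and replicate number. The steps were tested on simulated counts with known changes, in which 200 genes were given a log2 fold change of 3. The comparison of M199 with YPD recovered 99.0% of them with 0 false calls. The interactions recovered 95.0% for JMB81 and 92.5% for JMB77 against Ro75, with 0 false calls. DESeq2's likelihood ratio test recovered 97.0% for JMB81 with 3 false calls. The simulated libraries were independent and had the same spread for each gene in all isolates. These rates need not hold for the real libraries, which deviate together by isolate and replicate number.

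Named genes follow a rule written before the data were examined, when the values in the paper's tables had been seen. The rule takes every gene that the text, Table 2, Table 3, or Fig. 3 names and that could be tied to an identifier. It adds the 5 largest increases and 5 largest decreases among the DE genes of each comparison of media that changed in the same direction in each isolate. It also adds the 5 genes with the smallest p in each interaction test. Genes named outside the rule are marked where they appear.

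Alternatives set before the data were examined were DESeq2, no effective-length offset, no filter on low counts, RLE in place of TMM, no strain term, a block for each isolate and replicate number, a model of the 9 groups, an adjusted p of 0.05, a test against a log2 fold change of 1, each isolate left out, and each library left out. The counts of genes that differ between isolates, averaged over the media, and their alternatives were added after the data were seen, as were the left-out libraries for the levels relative to ACT1. Splits of the libraries were drawn 100 times with a fixed seed for tests over all libraries, for the interactions by permuting the residuals of isolate and medium (log2 normalized counts plus 0.5) among the media within each isolate and replicate number, and all 10 splits were used for tests of 3 against 3. Gene lists for respiratory complexes, the ATP synthase, and the mitochondrial ribosome were written before they were tested.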

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

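The tests of other splits of the libraries for the interactions were chosen after the interaction counts were seen, the other tests in this part before their results were seen, and CPAR2_205560 was named after its values were seen.

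The responses to M199 and plasma differed between isolates by a test of the difference itself, which is why they are listed here. In JMB81 against the mean of JMB77 and Ro75, the interaction passed an adjusted p of 0.001 for 25 genes by edgeR's quasi-likelihood F-test, and 1027 genes (17.8%) had an unadjusted p under 0.05. Between JMB77 and Ro75 it passed for 0 genes by edgeR, with 253 at an unadjusted p under 0.05, and for 3 by DESeq2. The 0 does not show that JMB77 and Ro75 respond alike. A contrast of 2 single isolates is less precise than one against a mean of 2. The plasma response of JMB77 minus that of Ro75 was -3.70 for CPAR2_600590 and 2.10 for CPAR2_407570. For JMB81, the difference was larger in plasma than in M199 for 21 of the 25 genes, and 18 had a lower response to plasma in JMB81. For other splits of the libraries, the residuals of a model of isolate and medium were permuted among the media within each isolate and replicate number. Only the real data, 1 of 100, gave as many genes for JMB81, and the others gave 0 by edgeR. The permuted residuals hold any interaction, which then adds to the spread within groups and lowers the other counts. The share of 1 of 100 is also the smallest that these draws can give. It argues against chance and does not exclude it. For JMB77 against Ro75 the real count is 0, so all 100 of 100 give at least as many by construction, which says nothing about chance. With a block for each isolate and replicate number, 76 genes passed for JMB81, 24 of them shared.

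Some technical explanations are argued against by these counts. Without the effective-length offset 25 genes passed, 24 of them shared, so the count does not come from the offset. A difference in effective lengths shared by all media drops out of an interaction, so this result was nearly fixed for such a difference. After every library was thinned to the smallest total of 14721538 counts (after rounding of each gene's count), 17 genes passed for JMB81 and 0 for JMB77 against Ro75, so library size is not the whole cause. With RLE, 24 genes passed, 23 of them shared. With a library left out, the count lay between 5 and 30. It rose to 30 without replicate 3 of JMB77 in M199 and to 27 without replicate 3 of JMB77 in YPD, and it was 5 to 16 without any 1 of the 9 JMB81 libraries, replicate 2 of JMB77 in M199, replicate 3 of JMB77 in plasma, or any Ro75 library other than replicate 3 in plasma. A difference in the preparation of the JMB81 libraries stays open. It would have to act differently in plasma than in YPD, since an effect shared by all media drops out of an interaction. A difference in how JMB81 responds to plasma also stays open, as an untested hypothesis.

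The 5 genes with the smallest p in this test are listed for the same reason. In the values that follow, a difference is the log2 response of JMB81 minus the mean response of JMB77 and Ro75, and p is the adjusted p of edgeR's quasi-likelihood F-test. CPAR2_403190 differed by -0.56 in M199 and -2.66 in plasma (edgeR adjusted p = 2.76e-06). CYC1 (CPAR2_407500) differed by 0.04 and -2.07 (edgeR adjusted p = 5.53e-05), FESUR1 (CPAR2_808860) by 0.18 and -1.43 (edgeR adjusted p = 5.53e-05), and CPAR2_213390 by 0.25 and -1.26 (edgeR adjusted p = 1.54e-04). Relative to the YPD mean of its own isolate, each of these 4 genes was lower in 3 of 3 plasma libraries of JMB81 than in all 6 of the others. CpALS4800 (CPAR2_404800) differed by 3.18 and 2.02 (edgeR adjusted p = 8.50e-05), and was higher in 3 of 3 JMB81 libraries in each inducing medium than in all 6 of the others. The 5 genes were chosen by p in the same libraries, so these separations are not independent support.

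Over 32 alternatives, the adjusted p stayed below 0.001 in all for CPAR2_403190 (at most 7.50e-05), CYC1 (at most 3.68e-04), FESUR1 (at most 7.07e-04), and CpALS4800 (at most 6.51e-04). That of CPAR2_213390 stayed below 0.001 in 30 of 32, and rose to 0.00162 without replicate 1 and 0.00140 without replicate 2 of JMB81 in plasma. Without the offset, all 5 calls stayed in place. Scaling shifts all genes of a library alike. The median difference over all genes was 0.0093 in plasma, which scaling brings near 0 by construction, and 4 of the 5 genes lay below it by 1.26 or more and CpALS4800 above it by about 2, so a single shift of the libraries does not account for both. For CpALS4800, how reads were divided among similar ALS genes was not tested. The preparation of the JMB81 libraries and a response particular to JMB81 stay open.

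CPAR2_205560, which the paper does not discuss, had signal in an isolate where other isolates had little or none. Its counts were 507 to 922 in the 9 JMB81 libraries, 3 to 59 in the 9 JMB77 libraries, and 0 in the 9 Ro75 libraries. Against the floor of 3 counts per library, the CPM of JMB81 was at least 239-fold higher than that of Ro75, a bound that covers counting error only. The loci with the next numbers, CPAR2_205550 and CPAR2_205570, had 3659 to 4847 and 1357 to 2389 counts in the Ro75 libraries. Of the 2 genes absent from an isolate, CPAR2_404790 and CPAR2_205560, 0 pairs were next to each other in locus number. With only 2 genes, this number decides nothing. The counts of the neighboring loci argue against the loss of a stretch that includes those loci. Loss of the gene alone, a sequence too divergent for reads to be assigned, and a silent gene stay open, and no biological explanation was tested.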

How the results depend on the processing

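The alternatives for the counts of genes that differ between isolates, and the left-out libraries for the levels relative to ACT1, were chosen after the data were seen.

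The number of DE genes stayed within 1.5 times its value, under every alternative run, for M199 compared to YPD, plasma compared to YPD, their overlap, and the union of the 3 comparisons. With each library left out in turn, these counts lay between 69 and 77, 86 and 98, 47 and 52, and 116 and 129. The comparison of M199 with plasma (21 genes) did not stay within that range. It gave 5 genes in a test against a log2 fold change of 1, 33 without JMB81, 11 without JMB77, and 7 without Ro75. With libraries left out it gave 13 to 25, and the lowest count came without replicate 3 of Ro75 in M199. The test against a log2 fold change of 1 is another rule, without the threshold of 2, and 3 of its 5 genes were among the 21. Leaving out an isolate leaves 18 libraries. Why the count rose without JMB81 was not tested.

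Within isolates, the counts for JMB77 fell to 12 in M199, 11 in plasma, and 0 between M199 and plasma when its own 9 libraries alone estimated the spread. The same fits gave 66, 99, and 17 in JMB81 and 51, 112, and 20 in Ro75, in the same order, so fewer libraries alone do not give the fall. The 0 is a count by edgeR, and DESeq2, with all 27 libraries, gave 61 genes for JMB77 and 44 for Ro75 between M199 and plasma. Whether the scatter of JMB77 is the cause of the fall was not tested. With libraries left out, the counts in JMB81 lay between 46 and 65 in M199, 80 and 98 in plasma, and 6 and 18 between the media. Those in JMB77 lay between 48 and 64, 56 and 90, and 14 and 32, and those in Ro75 between 42 and 61, 74 and 112, and 7 and 27.

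For JMB77 against Ro75, the interaction gave 0 genes with any library left out (lowest 0, highest 0), 3 by DESeq2, and 2 at an adjusted p of 0.05. For JMB81 it gave 148 by DESeq2 and 228 at an adjusted p of 0.05, which is looser by construction, and 5 to 30 with libraries left out. The cause of the larger DESeq2 counts was not tested. DESeq2's likelihood ratio test made 3 false calls in simulated data of independent libraries, where edgeR made 0, and these numbers need not hold for the real libraries.

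Libraries with the same isolate and replicate number may be pairs, and a block for each such set was planned as an alternative. It gave 44 DE genes between M199 and plasma in JMB77 and 44 in Ro75, and 76 interaction genes for JMB81, among them 24 of the 25. All other counts of DE genes stayed within 1.5 times. Of the named genes, CPAR2_600590 in M199 (2.07) and CPAR2_704060 between M199 and plasma (-2.17) lost the call, and CPAR2_704060 in M199 (-2.74) and CPAR2_212720 in plasma (2.02) gained it. Within isolates, CPAR2_407570 lost it in plasma in JMB77, and CPAR2_600590 gained it in M199 in JMB77 and between M199 and plasma in Ro75. No other call of a named gene changed with the block.

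The similarity of M199 and plasma kept its sign over all tested genes, at 0.0173 (exact permutation test, p = 0.0741). The value over the DE genes carries no test, since they were chosen with the same medium names, and the cause of the difference was not tested. With at least 10 counts required in another isolate in place of 50, 4 genes were absent from an isolate in place of 2. The added genes are CPAR2_210345 and CPAR2_108915, named after their values were seen, and the lower minimum adds genes by construction. The genes that differ between JMB77 and Ro75 numbered 5 to 7 with libraries left out, and those between JMB81 and the others 294 to 313.

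No log2 fold change of a named gene with an adjusted p under 0.05 changed its sign under any alternative run. Of 12336 values of named genes under the alternatives, 117 had another sign, in 42 of 351 results, each with an adjusted p of at least 0.121. They include ACT1 in M199. With libraries left out, CpALS4800 in M199 in JMB77 went from -0.51 to 0.23 and CpALS4770 from -0.45 to 0.07. Among named genes over all isolates, 6475 of 6561 calls were the same with a library left out, 67 lost the call, and 19 gained it. Under the other alternatives 2349 of 2427 were the same, 61 lost the call, and 17 gained it. Within isolates, 2889 of 2916 calls were the same with a library left out and 418 of 432 under the other alternatives. The ratios of Table 2 moved by over 1.5 times in 2 of 540 values with a library left out, CPAR2_108340 (7.96 to 21.9) without replicate 3 and CPAR2_800950 (57.4 to 104.2) without replicate 2 of JMB77 in YPD. They did in 2 of 60 under other alternatives, CPAR2_108340 (22.7) and CPAR2_300630 (35.4 to 60.6) as the median over the isolates. The alternative unit for the levels relative to ACT1 cancels in the ratio and tests nothing. With each YPD or M199 library left out, the genes higher in M199 relative to ACT1 numbered 22 in JMB81, 22 to 24 in JMB77, and 21 to 23 in Ro75. With a library left out, the sign changed for at most 1 gene. Under the scaling alternatives, the median log2 fold change of all genes was at most 0.0235 in absolute value. With libraries of at least 14721590 counts, a gene with 3 counts is at most 0.204 CPM, and changes in genes near that floor are limited by counting error.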

Differences from the paper's values

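The gap in Fig. 4 is the only count of DE genes that differs by the rule used here. The paper has about 10 genes in the region shared by plasma compared to YPD and M199 compared to plasma alone (Fig. 4, read by eye), and 6 were found here. Of the alternatives set before the data were examined, the value falls within 1.5 times the paper's with RLE in place of TMM, with a block for each isolate and replicate number, without JMB81, with DESeq2, and at an adjusted p of 0.05. It also does so with 16 of the 27 libraries left out. It does not with no effective-length offset, no filter on low counts, no strain term, the test against a log2 fold change of 1, the model of the 9 groups, or without JMB77 or Ro75.

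For the 9 JMB81 libraries, the paper's aligned reads in Table 1 exceed the total counts in the deposited data. In YPD the paper gives 37.9 M, 40 M, and 34.3 M, and the totals are 16.7 M, 17.3 M, and 17.4 M. In M199 the paper gives 37.1 M, 37.2 M, and 34.9 M, and the totals are 16.9 M, 15.5 M, and 15.7 M. In plasma the paper gives 43.8 M, 40.1 M, and 32.8 M, and the totals are 20.4 M, 17.0 M, and 14.7 M. The reads are paired-end. On a scale of 2 reads for each count, the totals of JMB81 are 29.4 M to 40.8 M, and the paper's values are 0.984 to 1.20 times them. For JMB77 and Ro75 the paper's values are 1.01 to 1.13 times the totals, and 0.506 to 0.564 times them on that scale, so neither scale holds for all 27 libraries. No alternative changes a library total.

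Of the DE genes that Table S1 lists, 74 of 78 were DE here in M199 compared to YPD, 90 of 96 in plasma compared to YPD, and 20 of 27 between M199 and plasma. The copy of Table S1 read here has 27 genes for the last comparison where the paper's text gives 28, so these tallies cover the genes of that copy only. All log2 fold changes listed in it had the same sign here, and none differed by more than the larger error. DESeq2 with the same design, an alternative set before the data were examined, called every gene listed in it. The replicate block, no effective-length offset, the model of the 9 groups, and leaving out JMB77 also called CPAR2_704060 in M199. So did leaving out replicate 1 of JMB81 in plasma, replicate 3 of JMB77 in YPD, or replicate 1 or 2 of JMB77 in plasma. The genes listed for M199 and not called here are GAP2 (CPAR2_503530; log2 fold change 2.09), CPAR2_600640 (-1.99), CPAR2_704060 (-2.84), and CPAR2_802720 (2.57). Those for plasma are CPAR2_100090 (1.999), DUR3 (CPAR2_105530; 1.96), HSP30 (CPAR2_108230; 2.07), CPAR2_209810 (-2.06), CPAR2_601840 (-1.96), and CPAR2_807390 (1.996). Those between M199 and plasma are CPAR2_209810 (2.15), CPAR2_212850 (-1.996), HMS1 (CPAR2_303750; -1.98), HGT17 (CPAR2_401450; 2.60), CPAR2_407280 (2.17), CPAR2_500320 (1.999), and CPAR2_807080 (2.09). These genes are named because the paper lists them.

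The paper describes many genes shared by the comparisons with YPD as being among the most highly expressed. Here 16 of 51 were in the top 10% of mean expression. Table 2 holds 19 of the 20 genes with the highest ratios found here, and the remaining one, CPAR2_108340, ranks 21. It ranks 20 with DESeq2's size factors, 8 as the median over the isolates, 9 without replicate 3 of JMB77 in YPD, and 19 or 20 without any 1 of replicates 1 and 3 of JMB81 in M199, the 3 replicates of JMB81 in plasma, replicate 2 of JMB77 in YPD, and replicate 1 of Ro75 in plasma. Without any 1 of the other 19 libraries it ranks 21 to 26, lowest without replicate 2 or 3 of JMB81 in YPD, and it ranks 21 with no effective-length offset. The paper describes CpALS4800 as upregulated in JMB81 in both inducing media. It was DE here in M199, and in plasma its log2 fold change of 1.96 lay just under the threshold. DESeq2, no effective-length offset, its own 9 libraries alone, and the replicate block also left it under 2 (1.92 to 1.97). It passed 2 without replicate 2 of JMB81 in YPD (2.11) or replicate 2 of JMB81 in plasma (2.01). Of 9 genes that Table 3 lists as decreased in *C. parapsilosis* and increased in *C. albicans*, 6 were lower in both media here, and HGC1 was higher in both, at 0.20 and 0.05. UME6, listed as increased, reached 0.99 in M199 and 0.67 in plasma, below the threshold for DE genes.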

Other observations

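The counts of genes that differ between isolates, the test of a trend with transcript length as the whole cause, the swaps of 2 media within replicate numbers, and the test of mixed RNA for CPAR2_102580 were chosen after their results were seen.

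Splits of the libraries were compared with the real groups. With medium names permuted within each isolate, only the real assignment, 1 of 100, gave as many DE genes in M199 compared to YPD, in plasma compared to YPD, and between M199 and plasma. Every other assignment gave 0 by edgeR, which argues against chance for these 3 counts. Differences between the media add to the spread within permuted groups, so low counts there are partly built in. In splits that swapped only the 2 media compared, within each isolate and replicate number, again only the real one, 1 of 100, gave as many, and the others gave at most 3, 14, and 3. Within each isolate and for each of the 3 comparisons, only the real split, 1 of 10, gave as many DE genes. A share under 0.05 cannot be reached with 10 splits, so chance cannot be excluded there by this test.

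Among the genes whose response to plasma was lower in JMB81 are CYC1 and CCP1 (CPAR2_102830), the latter named after its values were seen, and a hypothesis from them was that the respiratory complexes are lower as a set in JMB81 in plasma. A list of 20 genes of these complexes, none of them among the 25 interaction genes, was tested. The median difference of the plasma response, JMB81 minus the other isolates, was -0.55, with 19 of 20 genes below 0. Of 10000 random lists matched on expression, 0% had a lower median, and the middle 95% lay between -0.14 and 0.32. The 3 JMB81 plasma libraries lay at -0.98 to -0.79 and the 6 others at -0.45 to -0.18. The exact permutation p over the 84 splits of the libraries was 0.0119, the smallest they can give. Libraries of the same isolate are not independent, so this p and those of the lists below do not measure chance. A lower level of all mitochondrial genes is argued against by the 16 genes of the mitochondrial ribosome, with a median of -0.00724 and 8 below 0 (exact permutation p = 0.738). The 12 genes of the ATP synthase had a median of 0.30 with 0 below 0 (exact permutation p = 0.0119), above 88.8% of random lists. The lower respiratory complexes in JMB81 may thus reflect a response to plasma. A difference between the library series cannot be told apart from it, since 0 series hold both JMB81 and another isolate.

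Averaged over the media, 89 genes were higher and 213 lower in JMB81 than in the mean of the other isolates by the thresholds of the DE genes, compared to 5 that differed between JMB77 and Ro75. The 5, named after their values were seen, are WOR3 (CPAR2_202450; log2 fold change of JMB77 over Ro75, 2.37), CPAR2_205560, CPAR2_213230 (3.99), CPAR2_700110 (-2.36), and CPAR2_703370 (2.63). CPAR2_205560 had no counts in Ro75, so its fitted fold change is no bound. Without the effective-length offset 295 genes differed in JMB81, so the effective lengths are not the cause of the count. The log2 ratio followed transcript length with a Spearman coefficient of 0.219, a trend that is present but under the 0.3 set in advance for a length bias. After a smooth trend with length was subtracted, 257 genes differed, so the trend is not the whole cause of the count. Neither of these numbers shows how many of the genes were the same. Other differences between the library series cannot be told apart from the isolate, since 0 series hold both JMB81 and another isolate. Genetic differences between the isolates also stay open and were not tested.

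CPAR2_102580, named after its values were seen, had 2695 normalized counts in replicate 1 of JMB77 in YPD, compared to 375 and 393 in the other replicates. It had 11070 to 17533 in the JMB81 libraries in YPD and 209 to 360 in those of Ro75. RNA of JMB81 mixed into that library would need a share of 21.8%. Such a share would bring 3905 counts of CPAR2_404790, which is absent from JMB77, and 0 were observed, so this explanation is argued against. The replicate 1 libraries of JMB77 in M199 and plasma also had the highest counts of the gene in their groups, at 151.5 and 151.1. A difference between cultures stays open, and no biological explanation was tested.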
